# Significance of LIF/LIFR Signaling in the Progression of Obesity-Driven Triple-Negative Breast Cancer

**DOI:** 10.3390/cancers16213630

**Published:** 2024-10-28

**Authors:** Lois Randolph, Jaitri Joshi, Alondra Lee Rodriguez Sanchez, Uday P. Pratap, Rahul Gopalam, Yidong Chen, Zhao Lai, Bindu Santhamma, Edward R. Kost, Hareesh B. Nair, Ratna K. Vadlamudi, Panneerdoss Subbarayalu, Suryavathi Viswanadhapalli

**Keywords:** EC359, obesity, TNBC, LIF/LIFR signaling, RNA-seq

## Abstract

American women with obesity have an increased incidence of triple-negative breast cancer (TNBC). The impact of obesity conditions on the tumor microenvironment is suspected to accelerate TNBC progression; however, the specific mechanism(s) remains elusive. This study explores the hypothesis that obesity upregulates leukemia inhibitory factor receptor (LIFR) oncogenic signaling in TNBC and assesses the efficacy of LIFR inhibition with EC359 in blocking TNBC progression. TNBC cell lines were co-cultured with human primary adipocytes, or adipocyte-conditioned medium, and treated with EC359. The effects of adiposity were measured using cell viability, colony formation, and invasion assays. Mechanistic studies utilized RNA-Seq, Western blotting, RT-qPCR, and reporter gene assays. The therapeutic potential of EC359 was tested using xenograft and patient-derived organoid (PDO) models. The results showed that adipose conditions increased TNBC cell proliferation and invasion, and these effects correlated with enhanced LIFR signaling. Accordingly, EC359 treatment reduced cell viability, colony formation, and invasion under adipose conditions and blocked adipose-mediated organoid growth and TNBC xenograft tumor growth. RNA-Seq analysis identified critical pathways modulated by LIF/LIFR signaling in diet-induced obesity mouse models. These findings suggest that adiposity contributes to TNBC progression via the activation of the LIF/LIFR pathway, and LIFR inhibition with EC359 represents a promising therapeutic approach for obesity-associated TNBC.

## Simple Summary

The obesity epidemic in the USA is increasing the risk of aggressive triple-negative breast cancer (TNBC) in obese women. This study investigated the potential impact of obesity on the advancement of TNBC by amplifying leukemia inhibitory factor receptor (LIFR) signaling. We tested the effects of LIFR inhibition using EC359 on TNBC cells in obesity conditions. The obesity environment increased TNBC cell growth and invasion, and treatment with EC359 effectively reduced these effects. Using TNBC cells, patient-derived organoids, and mouse models, we showed that EC359 can inhibit obesity-linked TNBC progression. Collectively, our results suggest targeting LIFR signaling as a potential treatment for obesity-related TNBC.

## 1. Introduction

Triple-negative breast cancer (TNBC), a subtype of breast cancer that lacks estrogen, progesterone, and HER2 receptors, accounts for 15–20% of BC cases and contributes disproportionately to BC mortality due to a lack of targeted therapies [1,2]. The incidence of TNBC is higher in obese women and obese TNBC patients exhibit a larger tumor size, higher grade, and stage [3,4]. Obesity is an independent risk factor that increases the risk of TNBC progression, therapy resistance, and metastases [5,6]. The currently available targeted therapies are only useful in a subset of TNBC patients with mutations (such as BRCA1). While chemotherapy has proved effective in some TNBC patients, therapy resistance and relapse are very common and thus limit the utility of chemotherapy. New targeted therapies are needed for the efficient management of TNBC.

Obesity-driven signaling functions as a potent inducer of the leukemia inhibitory factor (LIF), the most pleiotropic member of the interleuki-6 family of cytokines [7]. The LIFR-gp130 complex mediates LIFR signaling [8]. LIFR does not have inherent tyrosine kinase activity. LIFR and gp130 constitutively connect with the JAK-Tyk family of cytoplasmic tyrosine kinases, and LIF binding to the LIFR complex activates JAK, STAT, MAPK, AKT, and mTOR [8,9,10]. LIF and its receptor LIFR are commonly over-expressed in multiple solid tumors [11] and tumors upregulate LIF/LIFR signaling via autocrine and paracrine mechanisms [12,13,14]. LIF/LIFR signaling plays a key role in tumor growth, progression, metastasis, stemness, and therapy resistance [10,15,16,17]. LIF/LIFR activation occurs more prominently in TNBC compared to estrogen receptor positive (ER^+^) BC, and high circulating LIF levels correlate with tumor recurrence and contribute to chemoresistance [14,18]. However, the role of LIF/LIFR signaling in the progression of obesity-driven TNBC remains elusive.

Recent studies suggested that the LIF/LIFR axis represents a potential therapeutic target. A LIF blockade or genetic LIFR deletion slow tumor progression and augment the efficacy of chemotherapy [16]. Another study confirmed that the blockade of LIF improves the therapeutic outcome [17]. With our expertise in developing novel small-molecule inhibitors, we have rationally designed and synthesized a small organic molecule that can emulate the LIF–LIFR binding site and functions as a LIFR inhibitor (EC359) [19]. EC359 represents a first-in-class drug to inhibit LIFR oncogenic functions. In this study, we tested the hypothesis that obesity enhances LIFR signaling in TNBC, contributing to cancer progression, and tested the therapeutic potential of LIFR inhibition using the small-molecule inhibitor EC359.

## 2. Materials and Methods

### 2.1. Cell Culture and Reagents

TNBC cell lines (MDA-MB-231, BT-549, SUM159, and 4T1) were purchased from ATCC and were maintained using ATCC-recommended medium. Human primary mature adipocytes (ADP) were isolated from subcutaneous fat samples obtained from UT Health ObGyn tissue core that obtained these tissues with informed consent using approved IRB protocol. In this study, we used six distinct adipose tissue samples, labeled ADP-1 through ADP-6. Conditioned medium collected to form these tissue samples was named as ADP-CM-1-to-6. Each sample was obtained from a different individual with a Body Mass Index (BMI) exceeding 30, ensuring that the samples were representative of individuals with obesity for our analysis. Adipocyte-conditioned medium (ADP-CM) was prepared by incubating 2 mL of packed primary mature adipocytes in 6 mL of serum-free DMEM medium in a 100 cm^2^ petri dish for 48 h. In all in vitro experiments, basal DMEM medium was used as serum-free medium (SFM) and was combined with 50% (*v*/*v*) ADP-CM. The synthesis of LIFR inhibitor EC359 was earlier described [19].

### 2.2. Co-Culture and Treatment Conditions

Mature adipocytes were cultured in DMEM supplemented with 0.5% FBS. For the co-culture experiment, 1 mL of packed primary mature adipocytes was added to an insert in a Boyden chamber, while MDA-MB-231 cells were seeded in the bottom well of a 6-well plate. Control wells had the insert without mature adipocytes. The co-cultures were performed in triplicate for 24 h with or without EC359 (100 nM) treatment. Following this, MDA-MB-231 cells were lysed to isolate proteins for Western blot analysis.

### 2.3. Cell Viability, Colony Formation, and Invasion Assays

For cell viability assays, TNBC cells were seeded at a density of 1 × 10^3^ cells per well in a 96-well plate and incubated with ADP-CM, with or without EC359 at concentrations of 100 and 50 nM. After five days of drug treatment, cell viability was assessed using the MTT assay. Colony formation was evaluated by seeding cells at low density (500 cells per well) and culturing them with ADP-CM and EC359 (50 nM), the medium was replaced with regular cell culture medium, and the cells were cultured for an additional 14 days to allow colonies to form. The colonies developed during long-term culture were then counted. Invasion assays were performed using Matrigel-coated Transwell chambers as described [19]. For these assays, 100,000 cells were plated in the upper chamber with or without ADP-CM and with or without EC359 (100 nM), while regular cell culture medium was added to the lower chamber. After 22 h of incubation, the cells that had invaded through the Matrigel were stained with 0.5% crystal violet. The number of invaded cells was then counted per microscopic field.

### 2.4. Generation of LIFR-Knockdown Cells

MDA-MB-231/STAT3/luc cells were transfected using Lipofectamine RNAiMAX Reagent (Thermo Fisher, Waltham, MA, USA; cat# 13778150) following the manufacturer’s instructions. Cells were transfected with either scrambled siRNA (siRNA Universal Negative Control #1) or LIFR-targeting siRNAs (siLIFR-1 and siLIFR-2) from Sigma-Aldrich (St. Louis, MO, USA). Specifically, siLIFR-1 corresponds to the LIFR siRNA ID SASI_Hs02_00330114, and siLIFR-2 corresponds to SASI_Hs02_00330115. Transfection was allowed to proceed for 72 h, after which the cells were analyzed by STAT3 reporter assay.

### 2.5. Western Blotting and RT-qPCR

RT-qPCR analysis was used to determine mRNA levels and Western blotting was used to evaluate protein expression, using standard protocols [19]. The antibodies used in this study were p-p70S6K(T389), p70S6K, p-Akt(S473), Akt, p-mTOR(S2448), mTOR, p-S6(S235/236), S6, p-ERK1/2, ERK, p-STAT3(Y705), and STAT3, which were purchased from Cell Signaling Technology (Beverly, MA, USA), the LIF and LIFR were acquired from Santa Cruz Biotechnology (Dallas, TX, USA), and anti-β-actin from Sigma (St. Louis, MO, USA). Using a CFX96 Real-Time PCR instrument and a High-Capacity cDNA Reverse Transcription Kit and PowerUp SYBR Green master mix (Applied Biosystems, Foster City, CA, USA), RT-qPCR was performed. Supplementary Table S1 has primer sequences and Figures S1 and S2 in Supplementary data have the original Western blots.

### 2.6. Reporter Gene Assays

STAT3 reporter gene assays were conducted as described previously [19]. Briefly, STAT3-luc reporter cells were deprived of serum for 24 h, followed by treatment with either ADP-CM alone or ADP-CM combined with EC359 for another 24 h. The activity of the reporter was then measured using a luminometer and the luciferase reporter assay system (Promega, Madison, WI, USA).

### 2.7. Obesity Induction

For diet-induced obesity studies, Rodent diet with 60 kcal% fat was used for high-fat-diet (HFD) groups (Research Diets, Inc., #D12492 New Brunswick, NJ, USA) and for low-fat-diet (LFD) groups, rodent diet with 10 kcal% fat was used (Research Diets, Inc. #D12450J New Brunswick, NJ, USA). Body weight was monitored weekly twice.

### 2.8. Xenograft and Patient-Derived Organoid Models

TNBC xenografts were established by injecting MDA-MB-231 into the mammary fat pad of immunocompromised SCID mice, with or without co-implantation of adipocytes or with low-fat-diet (LFD)/high-fat-diet (HFD) feeding. All animal experiments were conducted using approved UT Health San Antonio IACUC protocol and guidelines. For adiposity-driven studies, MDA-MB-231 cells and mature ADP cells (1 × 10^6^) were mixed with equal volume of growth factor-reduced Matrigel and injected orthotopically into 8-week-old female SCID mice (n = 7 tumors/group). For diet-induced obesity studies, female SCID mice (n = 5/group) were fed with HFD or LFD. After 8 weeks, mice were implanted with MDA-MB-231 cells (1 × 10^6^ cells in 100 μL), mixed with an equal volume of growth-factor-reduced Matrigel, in the mammary fat pads. After tumor establishment, mice were randomized into control and treatment groups. The control group received vehicle (0.3% hydroxy propyl cellulose) and the treatment group received EC359 (5 mg/kg/ip/5 days/week). All mice were monitored daily for adverse toxic effects. Tumor growth was measured with a caliper at 3–4-day intervals, and volume was calculated using a modified ellipsoidal formula: tumor volume = 1/2(L × W^2^), where L is the longitudinal diameter and W is the transverse diameter. At the end of the experiment, mice were euthanized, and tumors were excised and weighed.

For patient-derived organoid ex vivo models, mice bearing TNBC PDX (TM00096) tumors were purchased from Jackson laboratory (Bar Harbor, ME, USA). When tumors reached ~750 mm^3^ size, they were dissected into small pieces, digested with collagenase, and were cultured as previously described [20]. For cell viability assays, 5 × 10^3^ cells in a 10 μL droplet were seeded into each well of a 96-well plate. Organoid cultures were treated with EC359 or vehicle control, with or without ADP-CM, in triplicate. After 7 days of treatment, cell viability was assessed using the Promega^®^ CellTiter-Glo^®^ 3D-Superior Cell Viability Assay reagent according to the manufacturer’s instructions (Promega, Madison, WI, USA). Luminescence intensity was measured using a GloMax^®^ Discover System (Promega, Madison, WI, USA).

### 2.9. Syngeneic Xenograft Model

After 6 weeks of diet initiation with either LFD or HFD, 5 × 10^5^ 4T1 cells were injected orthotopically, in a total volume of 100 μL, into the mammary fat pad of BALB/c mice. All animals continued to be fed their respective diets until euthanasia. Tumor volume was measured using a digital caliper and calculated using a modified ellipsoidal formula: tumor volume = 1/2(L × W2), where L is the longitudinal diameter and W is the transverse diameter. After euthanasia, tumors, fat tissue, spleen, and liver were collected and weighed.

### 2.10. RNA-Seq Analysis

Total RNA was isolated using RNeasy mini kit (Qiagen, Valencia, CA, USA) from 4T1 syngeneic xenograft tissues. The effect of LFD, HFD, and HFD + EC359 treatment on the global transcriptome was determined. The UT Health genome sequencing core facility sequenced RNA. The sequence data were aligned to the mouse genome (UCSC mm9) using TopHat2. HTSeq quantified genes and NCBI RefSeq annotated them. DESeq identified differentially expressed genes [21]. Genes having a fold change larger than 2 and a multiple-test-adjusted *p*-value below 0.01 were used for pathway analysis. GSEA [22] was conducted on 16 October 2023.

### 2.11. Statistical Analysis

Data were analyzed using GraphPad Prism software (version 9.5.1. Dotmatics, Boston, MA, USA). Statistical significance was determined by ANOVA or *t*-test, with *p* < 0.05 considered significant.

## 3. Results

### 3.1. Adipose Conditions Promote TNBC Cell Proliferation and LIFR Downstream Signaling 

TNBC cells (BT-549 and SUM-159) were cultured in adipocyte-conditioned medium (ADP-CM) for 24 h. The expression of LIFR target genes was assessed using RT-qPCR. Under conditions of obese-related adiposity, there was a significant upregulation of LIFR target genes in both BT-549 and SUM-159 cells compared to control conditions (Figure 1A,B). Western blot analysis revealed increased expression or activation of LIFR downstream signaling proteins in TNBC cells treated with ADP-CM compared to untreated cells (Figure 1C, Figures S1 and S3A). Collectively, these results suggest that ADP-CM enhances LIFR downstream signaling at the protein level, corroborating the gene expression data from RT-qPCR.

### 3.2. LIFR Inhibition with EC359 Suppresses TNBC Cell Growth

TNBC cells were treated with EC359 both with and without the presence of adipose conditions (ADP-CM), and cell viability was assessed using MTT assays. The results demonstrated that EC359 treatment significantly decreased TNBC cell viability compared to untreated cells under adipose (ADP-CM) and non-adipose conditions (Figure 1D, Figures S4A,B and S5A). Further, cells treated with ADP-CM alone showed enhanced colony formation, indicating increased cell survival under adipose conditions (Figure 1E,F and Figure S5C,D). Addition of EC359 to ADP-CM significantly reduced the number of colonies formed compared to ADP-CM alone. Collectively, these results suggest that EC359 attenuates adiposity-induced cell survival in TNBC cells (Figure 1E,F and Figure S5C,D).

### 3.3. EC359 Inhibits LIFR Downstream Signaling

To evaluate LIFR downstream signaling, we have initially measured STAT3 reporter activity under adipose (ADP-CM) and non-adipose conditions. The results showed that ADP-CM significantly increased STAT3 reporter activity. The presence of EC359 effectively decreased STAT3 reporter activity both with and without the presence of adipose conditions (ADP-CM), suggesting that EC359 inhibits LIFR signaling pathway activation (Figure 2A, Figures S4C and S5E). To provide direct evidence that the increase in STAT3 reporter activity is initiated primarily through LIFR signaling, we have knocked down LIFR using two distinct siRNAs. Western blotting confirmed the knock down of LIFR. Interestingly, when we knocked down LIFR using two distinct siRNAs, ADP-CM was not able to increase the STAT3 reporter activity (S4D–F). These results, taken together with the data in Figure 2A, support that ADP-CM-mediated increases in the STAT3 activity occur primarily via LIFR signaling.

ADP-CM treatment also led to the elevated expression of LIFR target genes in both BT-549 and MDA-MB-231 cells (Figure 2B). When EC359 was added, the expression of these target genes was significantly reduced compared to cells treated with ADP-CM alone (Figure 2B). In MDA-MB-231 cells, Western blot analyses revealed that ADP-CM treatment increased the levels of phospho-STAT3, while EC359 treatment reduced these levels, further demonstrating that EC359 inhibits LIFR signaling pathway activation (Figure 2C, Figures S2A and S3B). We then used coculture assays to test the EC359 effect. MDA-MB-231 cells were co-cultured with adipocytes using a transwell system in the presence or absence of EC359 for 24 h. A Western blot analysis of these cells revealed that co-culturing with adipocytes enhanced LIFR downstream signaling activation. However, EC359 attenuated this activation (Figure 2D, Figures S2B and S3C). To explore the impact of EC359 on the obesity-induced invasion of TNBC cells, Matrigel invasion assays were performed. EC359 significantly reduced the invasion potential of TNBC cells under ADP-CM conditions (Figure 2E,F). In summary, these results demonstrate that obesity conditions enhance LIFR downstream signaling and increase invasion in TNBC cells, as evidenced by increased STAT3 reporter activity, increased LIFR target gene expression, elevated levels of signaling proteins, and enhanced invasion. EC359 effectively mitigates these effects, highlighting its potential as a therapeutic agent for inhibiting LIFR signaling pathway activation in TNBC cells exposed to adipose conditions.

### 3.4. EC359 Inhibits Obesity-Induced Growth in Organoid and Xenograft Models

EC359 treatment significantly inhibited the growth of TNBC patient-derived organoids cultured under adipose conditions (Figure S5B). To test the efficacy of EC359 in vivo, we have used xenograft models. MDA-MB-231 cells, along with mature adipocytes mixed in Matrigel were injected into the mammary fat pad of female SCID mice. Once tumors were established, the mice were randomized into control and EC359 treatment groups. The co-implantation of Adipocytes with TNBC cells enhanced TNBC progression, resulting in larger tumors with an increased volume and weight. EC359 treatment abolished obesity-induced TNBC progression (Figure 3A,B and Figure S6A).

We next investigated the effects of an HFD on inducing obesity and subsequent TNBC tumor progression in female SCID mice, followed by treatment with EC359 to determine if it could counteract obesity-induced TNBC progression. The mice were randomized into three groups: LFD, HFD, and HFD + EC359. The LFD group was fed a 10% low-fat diet, while the HFD groups were fed a 60% high-fat diet for eight weeks. Body weights were monitored twice a week. After eight weeks, MDA-MB-231 cells mixed with Matrigel (1.0 × 10^6^ cells in 100 μL) were injected into the mammary fat pads of the mice. Following tumor establishment, mice on the HFD had increased body weights compared to those on the 10% low-fat diet (Figure 3C). HFD significantly enhanced tumor growth, which is attenuated by EC359 treatment (Figure 3D,E and Figure S6B).

### 3.5. EC359 Inhibits High-Fat-Diet-Induced Syngeneic Xenograft Tumor Growth

To further confirm the utility of EC359 in blocking the obesity-mediated growth of TNBC cells in vivo, we used 4T1 cells in a syngeneic BALB/c mice model. We first fed BALB/c mice with a LFD and HFD for six weeks. After this period, 4T1 cells were injected orthotopically into the mammary fat pad of both groups. Once tumors formed, the mice were randomized into three groups: (1) LFD, (2) HFD, and (3) HFD + EC359. As shown in Figure 4A–G, mice fed with the HFD exhibited significantly enhanced 4T1 xenograft tumor growth. Additionally, treatment with EC359 significantly attenuated HFD-induced TNBC progression (Figure 4A–G). 

To better understand the mechanisms by which obese conditions stimulate TNBC progression, we employed a global RNA-seq approach. 

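RNA-seq was performed on tumors of 4T1 cells, a mouse mammary carcinoma line, grown orthotopically in BALB/c mice. According to the methods, 500000 cells were injected after 6 weeks on a diet with 10% (LFD) or 60% (HFD) of its calories from fat. EC359 was given at 5 mg/kg on 5 days per week. Each of the 3 groups (LFD, HFD, and HFD + EC359) had 3 libraries. The paper reports 8 mice per group for the tumor measurements, and its text does not name the tumors that were sequenced. For each library the authors deposited expected counts of stranded read pairs per gene, without normalization. The count tables name featureCounts as the counting program, and the methods name TopHat2 as the aligner, mm9 as the genome, and HTSeq as the counting program. Read pairs that matched several genes or positions were counted in fractions. The library totals were 5085357, 6509130, and 5814641 in the LFD group, 7922852, 7630557, and 7314704 in the HFD group, and 8043649, 8679442, and 9751201 in the HFD + EC359 group. At these depths a count of 0 allows a true value of up to 3 counts, which is 0.308 to 0.59 CPM (counts scaled to the library totals) depending on the library. This limit covers counting error only. Between 1.19% and 3.55% of the genes in a library had a fractional count, and all counts were rounded to whole numbers. Counts were normalized with edgeR's TMM method, and 13366 of the 22609 listed genes passed edgeR's filterByExpr. The 3 groups were fitted together and compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Genes with a fold change over 2 and an adjusted p under 0.01, the thresholds of the methods, were counted as differentially expressed. The paper names DESeq for this step. With 3 libraries against 3, an exact permutation test of a single gene cannot give a two-sided p below 0.1, so p-values of genes come from the model fitted across all genes.
The biological coefficient of variation was 3.63% over all libraries, 5.61% within the LFD group, 2.54% within the HFD group, and 2.76% within the HFD + EC359 group. Between libraries of one group, the mean chi-square per gene was 1.37 to 3.17, where counting noise alone gives 1. Neither the paper's text nor the labels say how the libraries relate to mice. If the libraries of a group came from 1 RNA or 1 pool of tumors, this spread would not be that between mice. All p-values of genes and lists would then describe libraries and not mice. The first 2 principal components of the log2 CPM values held 51.2% and 25.6% of the variance and separated the 3 groups. Neither the paper nor the sample labels name a sequencing batch. The libraries did differ by the GC content of the genes. The mean log2 CPM of the 3343 genes with a GC content of at most 45.8% minus that of the 3342 genes with at least 55.4%, relative to the mean of all libraries, was -0.54, -0.32, and -0.36 in the LFD group. It was 0.10, 0.13, and 0.16 in the HFD group and 0.28, 0.25, and 0.30 in the HFD + EC359 group. Small changes in genes with high or low GC content carry this limit.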

For this experiment, we utilized tumor tissues from models fed with a LFD, HFD, and HFD with EC359 treatment. 

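In tumors of the HFD group, 763 genes were differentially expressed relative to the LFD group, 405 with higher and 358 with lower expression. In 756 of them, the 3 libraries of one group all lay above the 3 of the other. Such a separation held for 57.1% of all tested genes, against 10% by chance. With EC359, 459 genes were differentially expressed relative to the HFD group, 275 higher and 184 lower, and 456 of them were separated in the same way, as were 41.3% of all tested genes. At an adjusted p under 0.05 and any fold change, the numbers were 6925 and 3549 genes. The alternative that moved the counts most was a covariate, the mean log2 CPM of a list of epidermis genes, which left 0 genes in either comparison (454 and 407 genes at an unadjusted p under 0.05). That score differed between the HFD and LFD groups by 41.9 times its largest SD within a group, so it almost coincides with the groups. Limiting the test to genes with at least 10 counts in every library gave 356 and 211 genes.
Among the separated genes with the largest increase with HFD, A2m (mm9 chromosome 6, 121586191 to 121629256) had no counts in the LFD group, 4.62 ± 0.887 CPM in the HFD group, and 0.292 ± 0.156 CPM in the HFD + EC359 group (mean ± SD, n = 3 libraries per group). It was at least 8.59-fold higher with HFD, and its log2 fold change with EC359 was -3.90 (standard error 0.402, adjusted p = 4.91e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lyve1 (chromosome 7, 117994121 to 118006467) rose from 0.893 ± 0.472 to 8.49 ± 1.77 CPM with HFD, a log2 fold change of 3.23 (standard error 0.32, adjusted p = 4.09e-10, same test), and was 4.15 ± 0.683 CPM with EC359. Igj was at least 9.22-fold higher with HFD, computed against 3 counts per LFD library, where 0 to 3 were counted. The log2 fold changes of Slc4a4 and Clec3b were 3.24 and 3.13. The largest decreases with EC359 after A2m were in Dio3 (at least 4.57-fold lower), Gipr (-2.92 on the log2 scale), Galntl1 (-2.87), and Prg4 (-2.86). Dio3 did not pass the threshold with HFD (log2 fold change 0.69, adjusted p = 0.197 from the quasi-likelihood test). Gipr passed it with a log2 fold change of 1.14 and an adjusted p of 0.00881 in the quasi-likelihood test, but in none of the 9 fits that each left out one library (adjusted p 0.0114 to 0.0481, against 0.0028 to 0.0712 over all alternatives).
Coch (chromosome 12, 52694328 to 52706760) fell from 3.52 ± 0.247 CPM in the LFD group to no counts in the HFD group, at least 8.95-fold, and was 1.80 ± 0.101 CPM with EC359, at least 4.58-fold above the HFD group. Sprr2d also had no counts in the HFD group and was at least 3.05-fold lower with HFD and at least 6.00-fold higher with EC359. Sprr2a1 and Sprr2a2 share one locus on chromosome 3 and have identical counts, so they are 1 measurement whose gene is uncertain. It was at least 15.2-fold lower with HFD and at least 11.1-fold higher with EC359. Gm5478, which overlaps 1 other gene on its strand, changed by -5.90 with HFD and 3.99 with EC359 on the log2 scale (standard errors 0.188 and 0.239). Gjb2 (chromosome 14, 57717439 to 57723539) was 13.4 ± 1.22 CPM in the LFD group, 0.219 ± 0.0765 CPM in the HFD group, and 21.0 ± 0.857 CPM in the HFD + EC359 group, at least 34.1-fold lower with HFD and at least 53.5-fold higher with EC359.

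**Figure D1:**
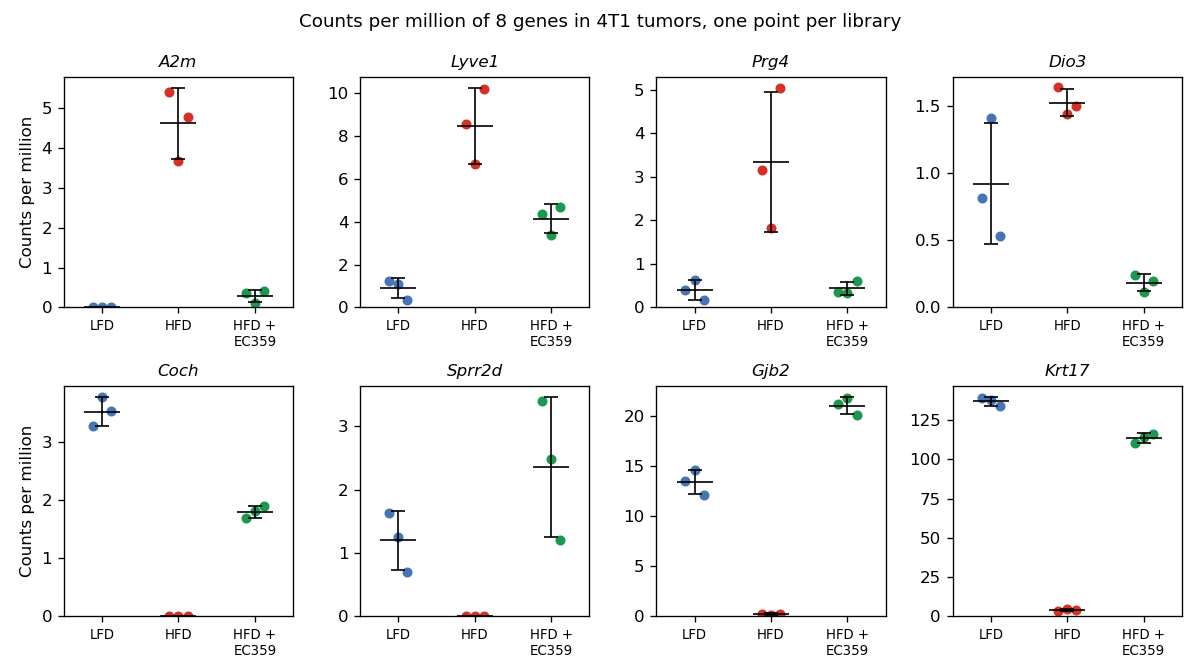
CPM (vertical axes, linear, each from 0) of 8 genes in tumors of the LFD, HFD, and HFD + EC359 groups. Points are the 3 libraries of a group, long lines their mean, and error bars the SD. For Krt17, all HFD libraries lie below all libraries of the other groups, with a mean of 4.07 CPM against 137 CPM in the LFD group.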

HFD-induced models significantly altered the expression of 578 genes compared to LFD models, and 325 genes were differentially expressed in the HFD + EC359 group compared to the HFD group. 

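Gene lists were tested with camera from limma, with its preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over 30 lists. The lists comprised genes typical of a theme, written before the data were examined, cell cycle genes from Seurat, and Reactome terms. The gene sets of the paper's GSEA were not used here. In the HFD group, 4 lists were higher and 2 lower than in the LFD group at an adjusted p under 0.05. The epithelial–mesenchymal transition list (30 genes) rose by a mean log2 fold change of 0.59 (camera adjusted p = 1.36e-05), with a mean log2 CPM of 6.41 ± 0.0521 in the LFD group and 7.00 ± 0.0137 in the HFD group (SD, n = 3 libraries each). Of its genes, 22 were higher and 3 lower at an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 23 and 4 when adjusted over the list alone. Of its 3 most highly expressed genes, Fn1 and Col1a1 rose (log2 fold changes 0.22 and 0.71) and Vim fell (-0.35). Col1a1 is also in a list of fibroblast marker genes, which changed by 1.21 with HFD. The RNA came from tumor tissue, so these values do not tell carcinoma cells from fibroblasts. The TGFβ list (19 genes) rose by 0.34 (camera adjusted p = 0.0154), with 11 genes higher and 4 lower, the same numbers as adjusted over the list alone. Its most abundant genes Ltbp2 and Ltbp1 were lower (-0.33 and -0.26) and Thbs1 was higher (0.15). The Reactome term for signaling by the TGFβ receptor complex (66 genes) changed by 0.084 and did not pass in camera (adjusted p = 0.674). Another set test, fry, placed that term higher (adjusted p = 0.00013). The term on TGFβ receptor signaling in epithelial–mesenchymal transition (15 genes) changed by 0.029 (camera adjusted p = 0.928).
The lists for stem cells, inflammation, metastasis, and cytokine signaling did not pass the threshold of camera. The stem cell list (15 genes) changed by 0.013 (adjusted p = 0.674 from camera), with 8 genes higher and 3 lower, also when adjusted over the list alone. Itgb1 and Pdgfra were higher (0.21 and 0.22) and Cd44 did not pass (-0.02, adjusted p = 0.659 from the quasi-likelihood test), but did without LFD replicate 1 (-0.09) and with the GC and length trend of each library removed, a setting chosen after seeing the data (-0.23). The inflammation list (21 genes) changed by 0.16 (adjusted p = 0.968 from camera), with 7 genes higher and 8 lower, also when adjusted over the list alone. Ptgs2 and Ccl2 were higher (0.57 and 0.21) and Csf1 was lower (-0.12), though not past the threshold without HFD replicate 1 (-0.11). Csf1 also lost its call in 1 of 5 alternatives other than leaving out a library, where its change was as small as -0.04. The metastasis list (18 genes) changed by 0.002 (adjusted p = 0.923 from camera), with 6 genes higher and 7 lower, also when adjusted over the list alone. Spp1 was higher (0.60), and Mmp14 and Mmp9 changed by 0.06 and 0.05 and did not pass. Mmp14 passed without LFD replicate 1 (0.09), and both passed with the trend removed (0.21 and 0.20). The Reactome term for cytokine signaling (205 genes) changed by -0.003 (adjusted p = 0.968 from camera), with 49 genes higher and 52 lower, also when adjusted over the list alone. Of its abundant genes, H2-D1 was lower (-0.31), and Nedd4 and Eif4g2 were higher (0.14 and 0.39). The direction of these small means changed with single libraries. Without HFD replicate 3 the stem cell list changed by -0.001. Without LFD replicate 1, LFD replicate 3, HFD replicate 2, or HFD + EC359 replicate 3 the mean of the metastasis list was below 0, at the lowest -0.027 without LFD replicate 1. Without LFD replicate 2 the cytokine term changed by 0.001.
The calls of camera depended on the set test. With the correlation between genes estimated from the data, only the epithelial–mesenchymal transition and angiogenesis lists were higher. With fry, which moved the count most, 12 lists were higher and 8 lower, and all 6 calls of camera held. Fry placed the stem cell list higher with an adjusted p of 0.000326 (0.000326 to 0.838 over all alternatives) and the inflammation list higher with 0.0255 (0.0255 to 0.993), and the metastasis list lower with 0.0221 (0.0221 to 0.993).

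**Figure D2:**
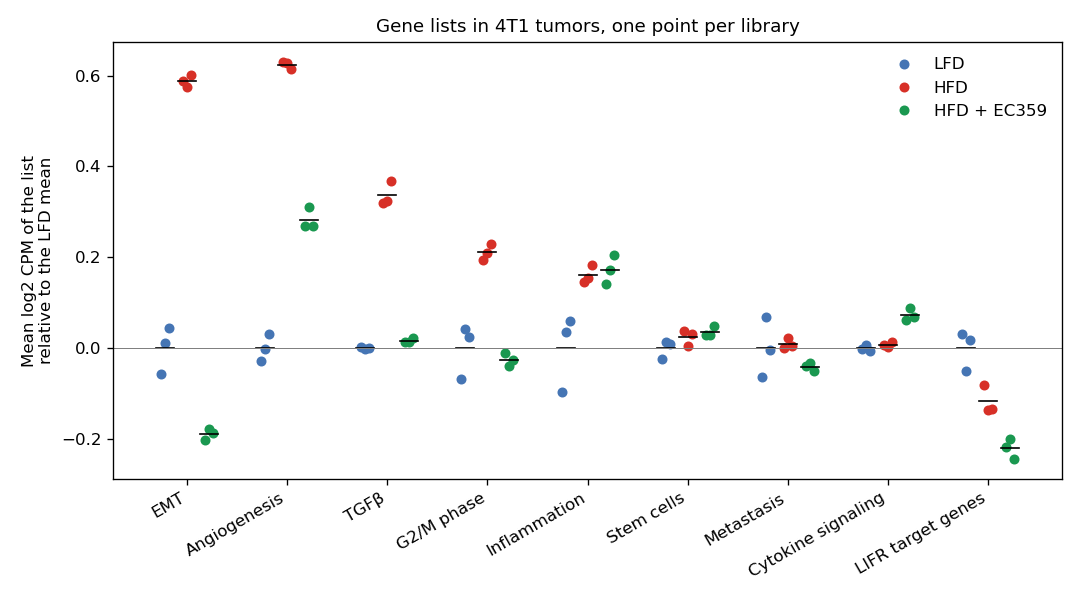
Mean log2 CPM of 9 gene lists (horizontal axis) in each library, relative to the mean of the LFD group (vertical axis, log2 units). Points are libraries, 3 per group, and black lines are group means. For epithelial–mesenchymal transition, angiogenesis, TGFβ, G2/M phase, and inflammation, all 3 HFD libraries lie above all 3 LFD libraries.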

Gene set enrichment analysis (GSEA) revealed that genes regulated by the HFD group positively correlated with cytokine signaling pathways, stem cells, inflammation, TGFβ, metastasis, and epithelial–mesenchymal transition pathways (Figure 5A). These pathways were downregulated with EC359 treatment (Figure 5B). 

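In the HFD + EC359 group, 14 of the 30 lists were lower and 2 higher than in the HFD group by camera at an adjusted p under 0.05. With the estimated correlation, 9 of the 14 remained lower and neither of the others remained higher. All 16 calls held under fry, which placed 17 lists lower. The epithelial–mesenchymal transition list fell by 0.78 on the log2 scale (camera adjusted p = 7.12e-16), with 20 genes lower and 1 (Fn1, log2 fold change 0.18) higher at an adjusted p under 0.05 in the quasi-likelihood test. Adjusted over the list alone, 21 were lower. Its mean log2 CPM was 6.22 ± 0.0127 with EC359 (SD, n = 3), below that of the LFD group. Col1a1 fell from 6870 ± 232 to 1613 ± 32.7 CPM (log2 fold change -2.09, standard error 0.0455, adjusted p = 1.36e-27 from the quasi-likelihood test). The fibroblast marker list, which also holds Col1a1, changed by -1.155 with EC359. The fall of the epithelial–mesenchymal transition list can therefore not be assigned to carcinoma cells. The TGFβ list changed by -0.32 (camera adjusted p = 0.000228), with 11 genes lower and 3 higher, also when adjusted over the list alone. Among its abundant genes, Ltbp1 was higher (0.10), though not past the threshold without any one of HFD replicates 1 and 3 and HFD + EC359 replicates 1, 2, and 3 (0.09 to 0.10), and Ltbp2 and Thbs1 did not pass (0.04 and -0.04), though Ltbp2 did with the GC and length trend of each library removed, a setting chosen after seeing the data (0.12). The 2 lists stayed on the same side of the threshold with each library left out. The Reactome term for the TGFβ receptor complex changed by -0.045 and did not pass in camera (adjusted p = 0.12). Fry and fgsea placed that term lower, with adjusted p-values of 0.000398 and 0.0482. The term on TGFβ receptor signaling in epithelial–mesenchymal transition changed by 0.002 (camera adjusted p = 0.721).
The metastasis list changed by -0.05 and did not pass in camera (adjusted p = 0.536). Fry placed it lower with an adjusted p of 0.00629 (0.00629 to 0.751 over all alternatives). Its gene Spp1 was higher with EC359 (0.55), and Mmp14 and Mmp9 did not pass (-0.03 and -0.05). The stem cell list changed by 0.006 (camera adjusted p = 0.536) and the inflammation list by 0.015 (camera adjusted p = 0.437). Without HFD replicate 2 or HFD + EC359 replicate 3 the stem cell list changed by -0.006 and -0.004, and without HFD + EC359 replicate 3 the inflammation list changed by -0.009. Within them, Ccl2 and Pdgfra were higher (0.60 and 0.34) and Ptgs2 was lower (-0.33). Fry placed the stem cell list higher, with an adjusted p of 0.017 (0.017 to 0.684 over all alternatives). The cytokine signaling term changed by 0.07 (camera adjusted p = 0.236), with 40 genes higher and 27 lower, and 42 and 28 when adjusted over the list alone. Fry and fgsea placed it higher, with adjusted p-values of 0.00116 and 0.0416 (0.00116 to 0.404 over all alternatives). Of its abundant genes, H2-D1, which overlaps 1 other gene on its strand, was higher (0.12, not past the threshold without HFD + EC359 replicate 1 at 0.10), and Nedd4 and Eif4g2 did not pass (0.03 and -0.02). The 2 lists that were higher with EC359 by camera were the interferon gamma response (0.25, camera adjusted p = 0.00736, with B2m at 0.43, Tap1 at 0.18, and Irf1 at 0.04) and the Reactome term on the apoptotic cleavage of cell adhesion proteins. The call of Tap1 was lost without HFD replicate 2 (0.13), HFD + EC359 replicate 1 (0.17), or HFD + EC359 replicate 3 (0.17). With HFD, the interferon gamma list changed by 0.32 and did not pass in camera with all libraries. It passed as higher under fry and fgsea, without LFD replicate 3 (0.36), and with the GC and length trend of each library removed, a setting chosen after seeing the data (0.29).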

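For proliferation and angiogenesis, lists of the same family of 30 were examined. The Reactome terms on these themes did not pass in camera with HFD. Cell cycle (464 genes) changed by 0.044, E2F-mediated DNA replication (26 genes) by 0.099, and VEGF signaling (99 genes) by 0.024. Their camera adjusted p-values were 0.861, 0.753, and 0.928, and fry placed the E2F and VEGF terms higher. With EC359 the cell cycle and E2F terms were lower (-0.058 and -0.109, camera adjusted p = 0.00133 and 0.00736). VEGF signaling changed by 0.01 (camera adjusted p = 0.721). The G2/M phase list (51 genes) was higher with HFD by 0.21 on the log2 scale (camera adjusted p = 0.00477) and lower with EC359 by -0.24 (camera adjusted p = 3.62e-11). With HFD, 29 of its genes were higher and 6 lower at an adjusted p under 0.05 in edgeR's quasi-likelihood test (30 and 6 adjusted over the list alone). With EC359, 32 genes were lower (36 adjusted over the list alone). Mki67 rose from 322.9 ± 10.3 to 435.2 ± 2.79 CPM with HFD (SD, n = 3 libraries each; log2 fold change 0.43, standard error 0.0377, adjusted p = 2.96e-11 from the quasi-likelihood test) and changed by -0.08 with EC359 (adjusted p = 0.0877, same test), which passed without LFD replicate 1 (-0.08), with the 6 libraries of the comparison alone (-0.08), and with the GC and length trend removed (-0.13). Top2a changed by 0.27 and -0.21, and Hjurp, which overlaps 2 other genes on its strand, by 0.09 and -0.18. The change of Hjurp with HFD passed without LFD replicate 2 or HFD replicate 3 (0.11 and 0.10) and with the replicate block (0.09). With the GC and length trend of each library removed, a setting chosen after seeing the data, the G2/M list changed by 0.061 with HFD (adjusted p = 0.768, the highest of 0.000585 to 0.768 over all alternatives) and remained lower with EC359, and with HFD Top2a changed by 0.02 and no longer passed while Mki67 changed by 0.25 and did. The S phase list (42 genes) changed by 0.034 with HFD (camera adjusted p = 0.92), and by -0.15 with EC359 (camera adjusted p = 3.21e-05). Fry placed it higher with HFD (adjusted p = 0.0278), and with the trend removed its change with HFD was -0.076. Its genes Atad2, Mcm7, and Uhrf1 changed by 0.37, -0.24, and -0.18 with HFD, and Mcm7 overlaps 3 other genes on its strand. Atad2 and Uhrf1 each lost their call in 1 of 5 alternatives other than leaving out a library. Their changes in these alternatives were as small as 0.04 and -0.09.
The angiogenesis list (23 genes) was higher with HFD by 0.63 (camera adjusted p = 3.29e-07), with 21 genes higher and 2 lower, also when adjusted over the list alone. It was lower with EC359 by -0.34 (camera adjusted p = 3.14e-06), with 13 genes lower and 2 higher, also when adjusted over the list alone. Its mean log2 CPM was 5.10 ± 0.0299 in the LFD group, 5.72 ± 0.0075 in the HFD group, and 5.38 ± 0.0244 in the HFD + EC359 group (SD, n = 3). Vegfa changed by 0.42 with HFD and -0.69 with EC359. Eng rose by 0.38 with HFD and did not pass with EC359 (-0.01, adjusted p = 0.916 from the quasi-likelihood test, and 0.03 without HFD + EC359 replicate 1), while Nrp2 went the other way in both comparisons (-0.18 and 0.44). For cell adhesion, the Reactome term on cell-cell junction organization (30 genes) changed by -0.14 with HFD (camera adjusted p = 0.92) and 0.18 with EC359 (camera adjusted p = 0.389). Under fry it was lower with HFD and higher with EC359, with adjusted p-values of 0.000585 (0.000585 to 0.941 over all alternatives) and 0.000295 (0.000295 to 0.518). Its most abundant genes Actb, Actg1, and Ctnnd1 changed by 0.13, 0.05, and -0.01 with HFD, the last by 0.01 without HFD replicate 2. Migration, chemotaxis, and cell communication were not analysed here as lists.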

Functional analysis using Gene Ontology (NIH DAVID Bioinformatics tool https://david.ncifcrf.gov/tools.jsp (accessed on 1 August 2024) indicated that the upregulated biological processes in the HFD group included cell migration, proliferation, angiogenesis, cell chemotaxis, cell communication, and cell adhesion (Figure 5C), and these pathways were negatively enriched in the EC359-treated groups (Figure 5D). Among the 325 differentially expressed genes identified in the HFD + EC359 group compared to the HFD group, we refined our focus to those genes uniquely associated with the HFD by filtering out the genes overlapping with the LFD group. This analysis resulted in the identification of 179 differentially expressed genes, as shown in the Venn diagram and Heatmap. 

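In the deposited counts, 326 genes were differentially expressed both between HFD and LFD and between HFD + EC359 and HFD. The directions were opposite in 322 of them. The 4 genes with the same direction, named after their values were seen, were Cxcl9, Gpr34, Tlr12, and F830016B08Rik, all higher in both comparisons. Of the 326 genes, 284 did not differ between HFD + EC359 and LFD at the same thresholds, 188 of them lower with HFD and higher with EC359 and 96 the reverse. These 284 genes made up 61.9% of the 459 genes. At an adjusted p under 0.05, without the fold change, 87 of them still differed between HFD + EC359 and LFD. Between HFD + EC359 and LFD, 680 genes were differentially expressed. The other regions of the Venn diagram held 197 genes for HFD against LFD alone, 99 for HFD + EC359 against HFD alone, 364 for HFD + EC359 against LFD alone, 240 for the 2 comparisons with LFD, 34 for the 2 comparisons with HFD + EC359, and 42 for all 3. The covariate of epidermis genes moved the 284 most, to 0 genes (454 and 407 genes at an unadjusted p under 0.05 in the first 2 comparisons), and the 9 fits that each left out one library gave 248 to 279 genes.
Across the 13366 genes, which are not independent replicates, the log2 fold changes of the 2 comparisons had a Pearson r of -0.583. Both comparisons contain the HFD libraries, so r is negative without any effect. In 20 simulations of unchanged groups it was -0.505 to -0.464. The HFD log2 fold changes had a median SD of 0.162 in these simulations, against 0.632 observed. The simulated r thus holds for much smaller changes and is no reference for the size of the observed r. In the observed libraries, with different HFD libraries in each comparison and so without shared noise, r was -0.504. The filter of at least 10 counts in every library moved r most, to -0.334. Over the 12470 genes that were differentially expressed in neither comparison, r was 0.001. Of the 763 genes that changed with HFD, 618 (81%) had the opposite sign with EC359 at any size of change. Both comparisons contain the HFD libraries, which favors opposite signs, and this share was not computed for groups without a reversal. It therefore does not show a reversal by itself. Smaller changes mostly went in the same direction in both comparisons. Among the 1855 genes with an adjusted p under 0.05 and a change under 2-fold in both comparisons, 31.0% went in opposite directions.

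**Figure D3:**
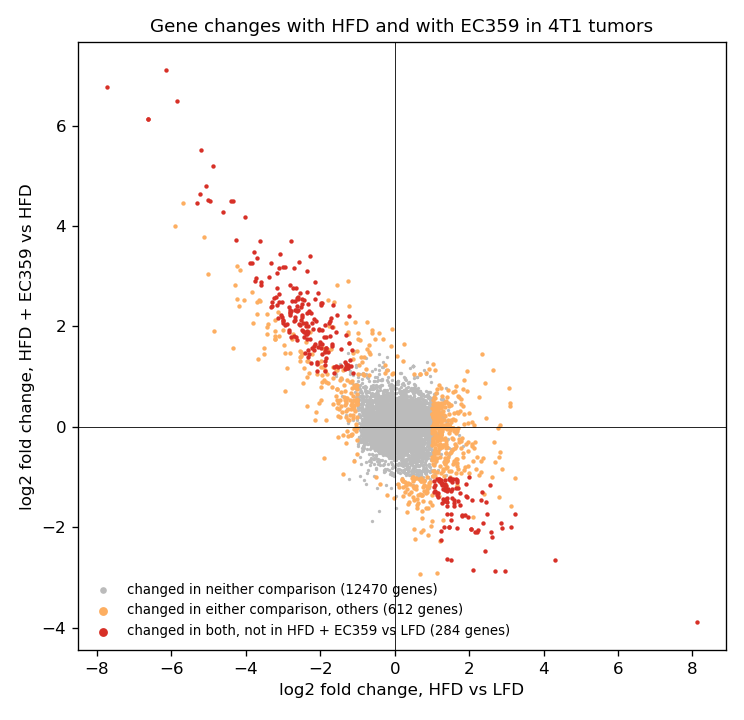
Log2 fold change of HFD + EC359 against HFD (vertical axis) against that of HFD against LFD (horizontal axis), one point per tested gene. Gray points are 12470 genes differentially expressed in neither comparison, orange points 612 in either or both, and red points the 284 in both that did not differ between HFD + EC359 and LFD.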

Subsequent DAVID analysis revealed that these genes were significantly associated with several key pathways related to cell–cell adhesion, the regulation of T cell differentiation, the apoptotic cleavage of cell adhesion proteins, the degradation of the extracellular matrix, the apoptotic cleavage of cellular proteins, and the canonical Wnt signaling pathway (Figures S7 and S8).

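Among the 284 genes, 12 of the 84 tested genes of the Reactome term on degradation of the extracellular matrix were present. The term as a whole changed by -0.084 with HFD (adjusted p = 0.674 from camera) and -0.07 with EC359 (adjusted p = 0.0555 from camera). Fry and fgsea placed it lower in both comparisons, and camera with the replicate block did so with EC359. Its abundant genes Fn1 and Col1a1 rose with HFD, and Lama5 fell (-0.37). The terms on the apoptotic cleavage of cell adhesion proteins (6 genes tested) and of cellular proteins (30 genes tested) each had 4 genes among the 284, in both cases Dsg1a, Dsg1b, Dsg3, and Cdh1, named after their values were seen except Cdh1. The first term changed by -1.84 with HFD (camera adjusted p = 0.00214) and 1.64 with EC359 (camera adjusted p = 3.97e-05). Neither call held with the estimated correlation, and both held under fry. Cdh1 (chromosome 8, 109127268 to 109194146) was 28.4 ± 0.902 CPM in the LFD group, 5.90 ± 0.311 in the HFD group, and 19.9 ± 0.542 in the HFD + EC359 group (SD, n = 3). Its log2 fold changes were -2.27 and 1.75 (standard errors 0.125 and 0.124, adjusted p = 3.48e-16 and 3.73e-13, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ctnnb1 of the same term changed by 0.14 and -0.03. The term on cellular proteins changed by -0.51 with HFD (camera adjusted p = 0.00477) and 0.31 with EC359 (camera adjusted p = 0.536). The call with HFD held under fry and not with the estimated correlation, and fry placed the term higher with EC359. Its abundant genes Plec and Spna2 changed by -0.59 and 0.11 with HFD.
Of the cell-cell junction term, Cldn1, Cdh3, and Cdh1 were among the 284 genes. Of the 21 tested genes of the Wnt list, Sfrp2, Sfrp4, Wnt4, and Wnt6 were. Cldn1, Cdh3, Sfrp2, Sfrp4, Wnt4, and Wnt6 were named after their values were seen. The Wnt list changed by 0.18 with HFD (camera adjusted p = 0.713) and -0.45 with EC359 (camera adjusted p = 2.12e-05, also past the threshold with the estimated correlation and fry), with 12 genes lower and 1 higher, Wnt4 (log2 fold change 1.19), also when adjusted over the list alone. Its most abundant genes Ccnd1, Myc, and Sfrp1 changed by -0.16, -0.04, and -0.33 with EC359. The regulation of T cell differentiation was not analysed here as a list. From the RNA-seq of these tumors, the paper concludes in its discussion that obesity modulates critical pathways through LIF/LIFR signaling, without naming them there.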

## 4. Discussion

Obesity is an independent risk factor [23] that increases the risk of TNBC progression [3,24] and metastases [25]. The prevalence of obesity in the USA has reached epidemic proportions, significantly impacting public health. Women with obesity are two times more likely to develop BC, with a 40% increased risk of cancer recurrence and death from disease [5,26]. This study’s findings demonstrate that the obesity-associated microenvironment promotes TNBC progression through the upregulation of LIFR signaling. Adipose conditions enhance TNBC cell proliferation and invasion, correlating with increased LIFR expression and the activation of STAT3 signaling. Importantly, the inhibition of LIFR with EC359 effectively blocks these oncogenic processes, suggesting that LIFR represents a potential therapeutic target for obesity-driven TNBC.

During the past 20 years, the obesity epidemic is rapidly increasing in USA and obese women are at a higher likelihood of developing TNBC [25]. Several studies implicated the importance of the breast microenvironment on aggressive cancer biology, especially the obese microenvironment [3,27]. However, the underlying mechanism(s) by which obesity contributes to the progression of TNBC remains unclear. The obesity microenvironment modulates cytokines [28] and is suspected to promote TNBC progression [3]. Obesity signals (such as leptin) function as potent inducers of the LIF [29,30], the most pleiotropic member of the interleukin-6 family of cytokines [7]. Our results demonstrated that TNBC cells cultured with ADP-CM showed the significant upregulation of LIFR target genes and increased activation of LIFR downstream signaling proteins. These findings indicate that the adipose environment enhances LIFR signaling, potentially promoting tumor progression in TNBC cells.

Published studies showed that tumors upregulate LIF/LIFR signaling via autocrine and paracrine mechanisms [12,13,14]. TNBC often exhibits the autocrine stimulation of the LIFR axis by altering the expression of ligands. For example, endoplasmic reticulum stress and hypoxia are a few of the hallmarks of TNBC [31] and hypoxia induces LIF expression in human cancer cells [32]. CircRNAs such as circSEPT9 regulate the expression of LIF via sponging miR-637 and activate the LIF/Stat3 signaling pathway involved in the progression of TNBC [33]. LIF promotes the proliferation and metastasis of BC cells, and the overexpression of LIF is commonly associated with poorer relapse free survival in BC patients [10]. Further, the increased expression of alternative LIFR ligands such as OSM, CNTF, and CTF1 was reported in TNBC [15]. Our findings are consistent with previous studies indicating the role of LIFR in cancer biology. Further, this study is the first to establish a direct link between obesity, LIFR signaling, and TNBC progression.

The LIF/LIFR axis is linked to cancer proliferation, immune system protection, chemoresistance, and patient survival [11,34,35]. Considering the significance of LIF/LIFR signaling in cancer, our team recently has created an inhibitor for LIFR, designated as EC359. The specificity of EC359 was determined by a microscale thermophoresis assay and LIFR knockdown cells [19]. EC359 exclusively targets cells that express LIF and LIFR. For example, EC359 shows little efficacy against ER^+^ breast cancer cells, such as MCF7, which express minimal amounts of LIF and LIFR. Conversely, TNBC models like MDA-MB-231 exhibit elevated levels of LIF and LIFR, demonstrating significant responsiveness to EC359. Moreover, the depletion of LIFR in the TNBC model cells significantly diminished the efficacy of EC359 [19]. Toxicity investigations indicated no significant abnormalities in any of the treated animal groups at doses of up to 30 mg/kg and established 30 mg/kg as the maximum tolerated dose (MTD) [36]. Published studies showed the efficacy of EC359 in treating triple-negative breast cancer [19,37], endometrial cancer [20,38], pancreatic cancer [39,40], and renal cancer cells [41]. In this study, EC359 at a dosage of 5 mg/kg (which is substantially lower than the MTD dose) showed significant efficacy in mitigating the obesity-induced progression of TNBC. The use of EC359 to inhibit LIFR offers a novel therapeutic approach for managing obesity-associated TNBC, addressing a critical need for effective treatments in the TNBC population.

LIFR does not have inherent tyrosine kinase activity; LIF binding to the LIFR complex activates Jak-STAT as an immediate effector and MAPK, AKT, and mTOR as secondary effectors [8,9,10]. The LIF-STAT3 axis is implicated in stem cell self-renewal and pluripotency [42]. Our results show the suppression of STAT3 reporter activity and the reduced expression of LIFR target genes by EC359 further confirms its inhibitory effect on LIFR downstream signaling. The ability of EC359 to attenuate LIFR signaling in the presence of ADP-CM, as well as in co-culture systems with adipocytes, indicates its broad applicability of targeting LIFR in disrupting obesity-enhanced signaling pathways in TNBC. 

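The LIFR target genes measured by RT-qPCR in the paper (Supplementary Table S1) were examined as their 15 mouse genes in the tumors of Figure 5. The paper measured them in human cell lines cultured with medium from adipocytes. Mouse tumor tissue after weeks on a diet is a different setting, so the values below do not test that induction. As a list, they changed by -0.12 with HFD on the log2 scale (camera adjusted p = 0.585), with 3 genes higher and 7 lower at an adjusted p under 0.05 in edgeR's quasi-likelihood test, also when adjusted over the list alone. Fry placed the list lower with an adjusted p of 0.00801, against 0.00801 to 0.82 over all alternatives. With EC359 the list changed by -0.10 (camera adjusted p = 0.0255), with 7 genes lower and 3 higher, also when adjusted over the list alone. This call held under fry (adjusted p = 0.00401) and not with the estimated correlation (0.207), in a range of 0.00401 to 0.207 over all alternatives. It was also lost without HFD replicate 1 (-0.085, adjusted p = 0.0603 from camera) and without HFD + EC359 replicate 3 (-0.096, adjusted p = 0.0501 from camera). The mean log2 CPM of the list was 6.67 ± 0.0434 in the LFD group, 6.55 ± 0.0315 in the HFD group, and 6.45 ± 0.0229 in the HFD + EC359 group (SD, n = 3 libraries each). The Reactome term on interleukin-6 signaling (9 genes) changed by -0.042 with HFD and -0.03 with EC359. It passed in neither comparison (camera adjusted p = 0.92 and 0.643).
The 7 genes lower with EC359 were Junb (log2 fold change -0.42), Timp1 (-0.55), Bcl3 (-0.31), Mcl1 (-0.17), Akt1 (-0.20), Pim1 (-0.25), and Id1 (-0.26), and Lifr (0.38) and Id2 (0.62) were among those higher. Without HFD replicate 1, the calls of Mcl1 (-0.14) and Id1 (-0.22) were lost. Mcl1 was also lost without HFD + EC359 replicate 3 (-0.15), and Id1 without HFD + EC359 replicate 1 (-0.24). With HFD, Junb, Mcl1, Akt1, Pim1, Id1, Tnfrsf1a, and Myc were lower (-0.50 for Pim1 to -0.11 for Myc), and Hif1a and Lifr were among those higher (0.19 and 0.18). With the GC and length trend of each library removed, a setting chosen after seeing the data, Lifr and Hif1a changed by -0.05 and -0.12 and Bcl3 by 0.31 with HFD. In the same setting, Junb (-0.01), Tnfrsf1a (-0.06), Id1 (-0.12), and Myc (-0.02) no longer passed as lower with HFD, and Mcl1, Akt1, and Pim1 did (-0.53, -0.20, and -0.26). The call of Myc was lost without LFD replicate 1 (-0.08), LFD replicate 3 (-0.09), HFD replicates 2 or 3 (-0.10 each), or HFD + EC359 replicates 1 or 3 (-0.11 each). It was also lost in 4 of 5 alternatives other than leaving out a library, among them the removal of the trend. Bcl2 and Socs2 passed in neither comparison.
Lif (chromosome 11, 4157571 to 4172517) was 16.8 ± 3.13 CPM in the LFD group, 18.3 ± 1.77 CPM in the HFD group, and 11.0 ± 1.25 CPM in the HFD + EC359 group (SD, n = 3). Its log2 fold change was 0.14 with HFD (standard error 0.131, adjusted p = 0.381) and -0.74 with EC359 (standard error 0.128, adjusted p = 3.7e-05, both from the quasi-likelihood test). Lifr (chromosome 15, 7079572 to 7147489) was 71.8 ± 5.78, 81.4 ± 1.58, and 106.3 ± 6.17 CPM in the 3 groups. Its adjusted p-values of 0.0159 with HFD and 2.08e-06 with EC359 came from the quasi-likelihood test, and the first was lost without LFD replicate 2 or HFD replicate 1 (0.13 and 0.17). Of the other components that the paper names, Stat3 changed by -0.05 with HFD and -0.13 with EC359, Jak1 by 0.03 and 0.04, Jak2 by -0.16 and -0.20, Tyk2 by -0.06 and 0.13, Mtor by -0.10 and 0.18, Il6st by 0.24 and 0.08, Osm by -0.42 and -0.10, and Ctf1 by -0.44 and 0.13. Cntf (0.38 and 0.29) overlaps 1 other gene on its strand. With HFD, Il6st, Jak2, and Osm passed, Osm not without LFD replicate 1 (-0.31), HFD replicate 2 (-0.36), or HFD replicate 3 (-0.38). Osm also lost its call in 2 of 5 alternatives other than leaving out a library. Ctf1 passed only without LFD replicate 2 or HFD replicate 2 (-0.62 and -0.63), and Mtor only without LFD replicate 2 (-0.14). With EC359, Stat3, Jak2, and Mtor passed, Stat3 not without HFD replicate 2 (-0.11), and Tyk2 passed without LFD replicate 1 (0.13), with the 6 libraries of the comparison alone (0.13), and with the GC and length trend removed (0.19). The list of 11 tested pathway components changed by -0.023 and 0.006, with camera adjusted p-values of 0.923 and 0.774, the second by -0.002 without HFD replicates 1 or 3 and -0.017 without HFD + EC359 replicate 2. These values are transcript levels and do not measure the phosphorylation of these proteins.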

The RNA-Seq analysis of xenograft models also confirmed critical pathways modulated by obesity via LIF/LIFR signaling, further elucidating the molecular mechanisms by which obesity influences TNBC progression. Collectively, our in vivo and ex vivo findings provide a strong rationale for considering EC359 in clinical settings to manage obesity-driven TNBC.

## 5. Conclusions

The results of this study have demonstrated the efficacy of EC359 in inhibiting the LIFR pathway and have established a critical function of LIFR signaling in mediating the effects of obesity on TNBC progression. EC359 is effective in reducing the proliferation and survival of TNBC cells driven by obesity in vitro, and it substantially impedes tumor growth in organoid and xenograft models. These results indicate that EC359 has the potential to be a therapeutic agent for the treatment of obesity-driven TNBC.

## Figures and Tables

**Figure 1:**
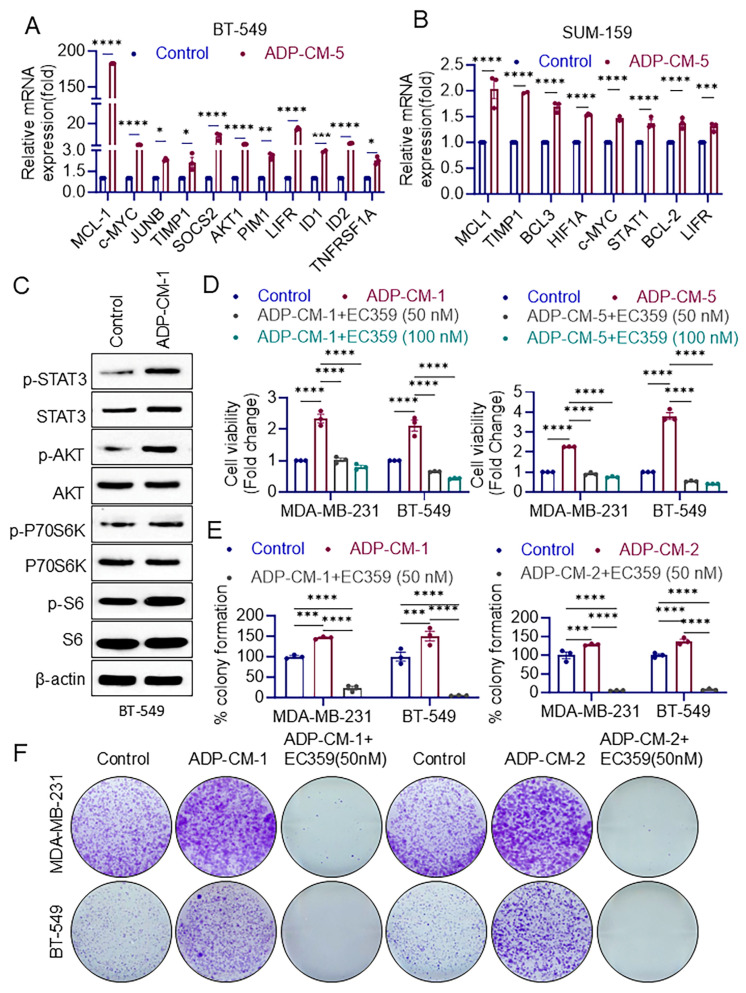
Obese-related adiposity conditions enhance LIFR downstream signaling. TNBC cells, BT-549 (**A**), and SUM-159 (**B**) were cultured with ADP-CM for 24 h, and the expression of LIFR target genes was analyzed by RT-qPCR. (**C**) TNBC cells cultured with ADP-CM for 24 h were analyzed using Western blot analysis to measure LIFR downstream signaling proteins. (**D**) The effects of EC359 treatment against adipose conditions on TNBC cell viability were determined using MTT assays. (**E**) The effects of ADP-CM and ADP-CM + EC359 (50 nM) on adiposity-induced cell survival of TNBC cells was measured using colony formation assays. (**F**) Representative images of colonies were shown. ns, not significant; * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001.

**Figure 2:**
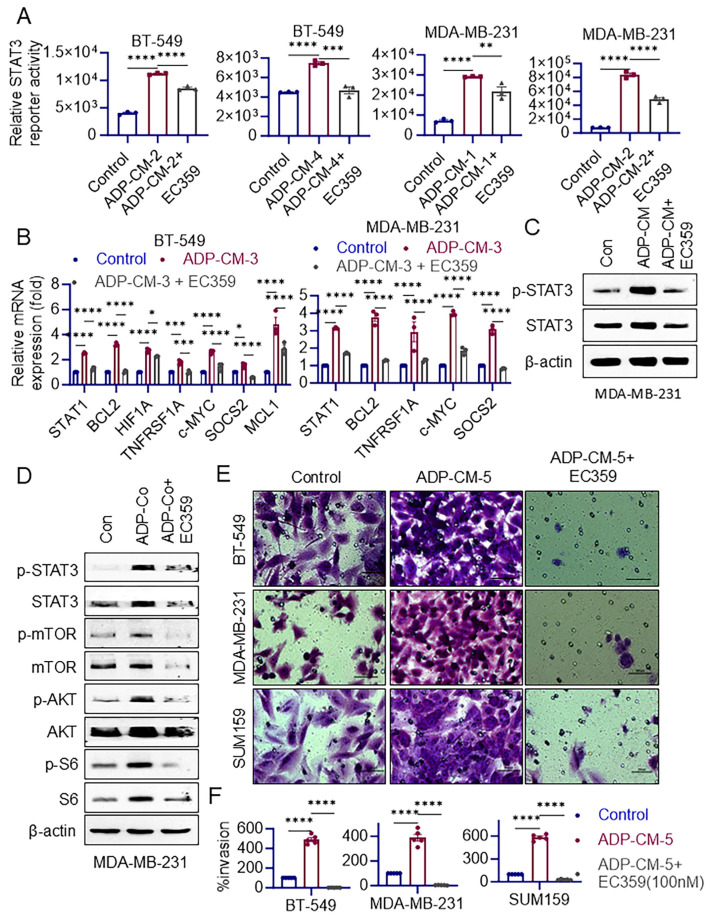
ADP-CM or co-culture of adipocytes enhances LIFR downstream signaling in TNBC and addition of EC359 (100 nM) reduces its activity in vitro. TNBC cells that stably express the STAT3 reporter were used. ADP-CM (**A**) activates STAT3 reporter activity, with EC359 (100 nM) effectively reducing STAT3 activity in ADP-CM conditions. (**B**) BT-549 and MDA-MB-231 cells were cultured with ADP-CM in the presence or absence of EC359 (100 nM) for 24 h, and the expression of LIFR target genes was analyzed by RT-qPCR. (**C**) MDA-MB-231 cells were incubated with or without ADP-CM and EC359 (100 nM) and were analyzed using Western blot analysis to measure LIFR downstream signaling proteins. (**D**) Adipocytes were indirectly co-cultured with MDA-MB-231 cells using a transwell culture system in the presence or absence of EC359 (100 nM) for 24 h. Signaling was profiled by Western blotting. (**E**) Effect of adipose conditions on TNBC cell invasion in the presence or absence of EC359 (100 nM) was determined by Boyden chamber assay and invaded cells were quantified (**F**). * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001.

**Figure 3:**
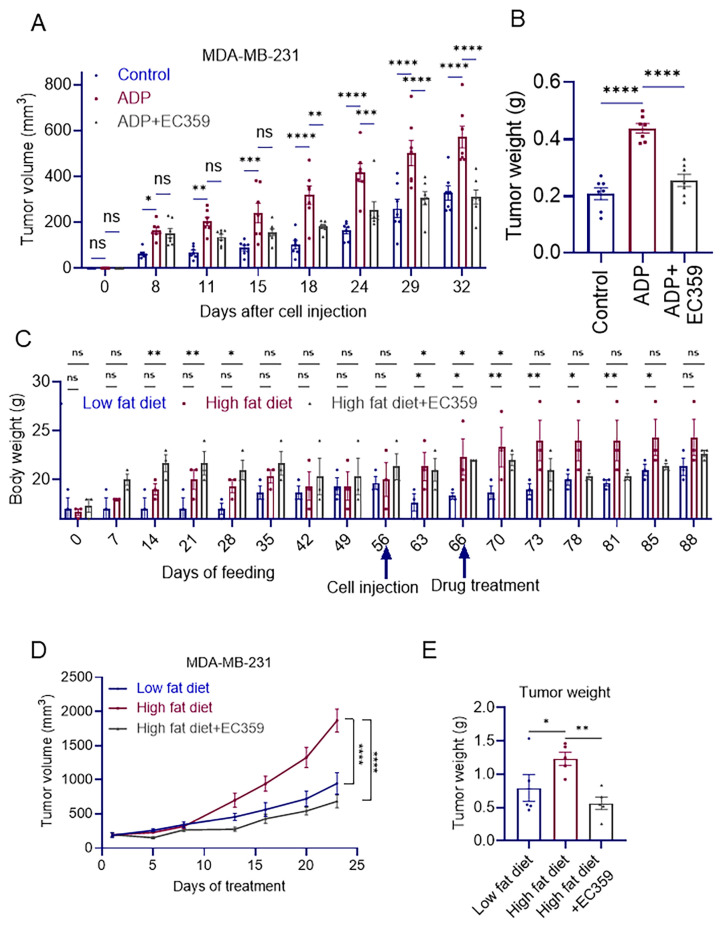
EC359 reduces tumor volume and weight in adiposity and diet-induced TNBC CDX models. Primary human adipose cells were co-implanted with MDA-MB-231 cells via orthotopic injection (n = 7) and subsequently treated with or without EC359 (5 mg/kg, intraperitoneally, 5 days per week). Tumor volumes (**A**) and tumor weights (**B**) are shown in graph. (**C**) Body weights of Low-fat-diet- and high-fat-diet-induced TNBC xenograft models treated with or without EC359 (5 mg/kg/ip/5 days/week) are shown in graph. Tumor volume (**D**) and tumor weights (**E**) are shown. ns, not significant; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

**Figure 4:**
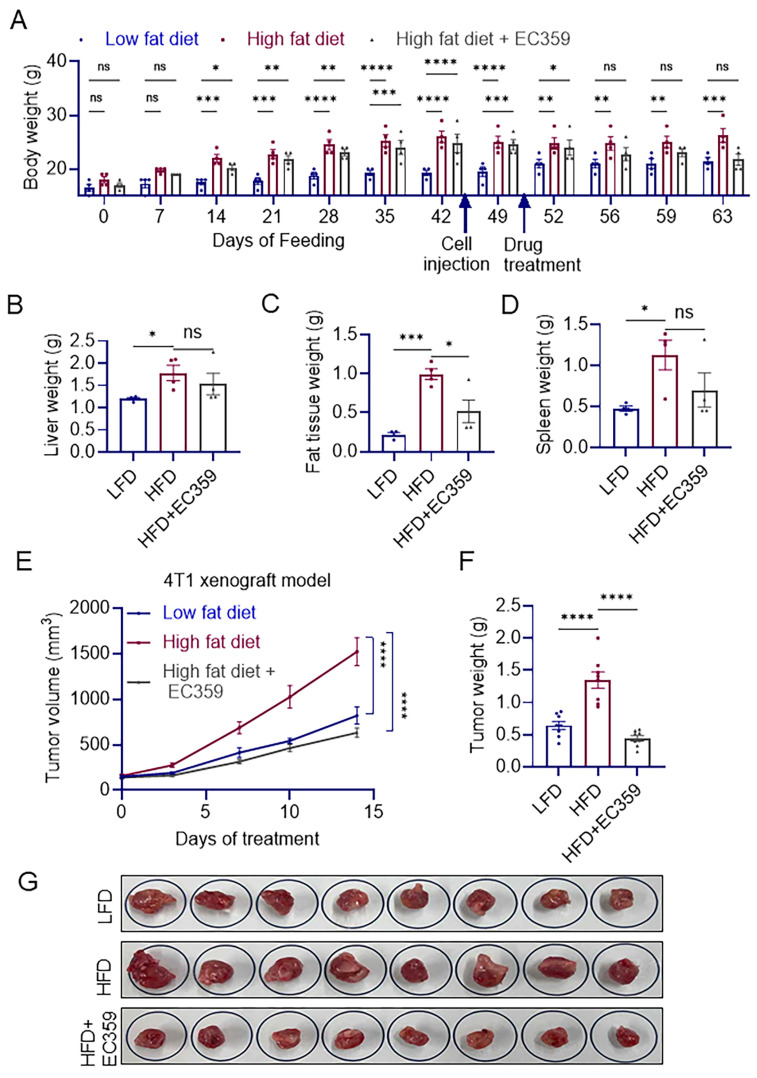
Low-fat diet and high-fat diet 4T1-TNBC syngeneic model. Diet-induced obesity syngeneic models (n = 8) were treated with vehicle or EC359 (5 mg/kg/ip/5 days/week). (**A**) Body weights shown in graph. Bar graphs of liver (**B**), fat tissue (**C**), spleen (**D**), and tumor volume (**E**) were shown. (**F**) Tumor weights of all the 3 groups are shown. (**G**) Representative images of excised tumors from diet-induced syngeneic xenografts treated with or without EC359. ns, not significant; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

**Figure 5:**
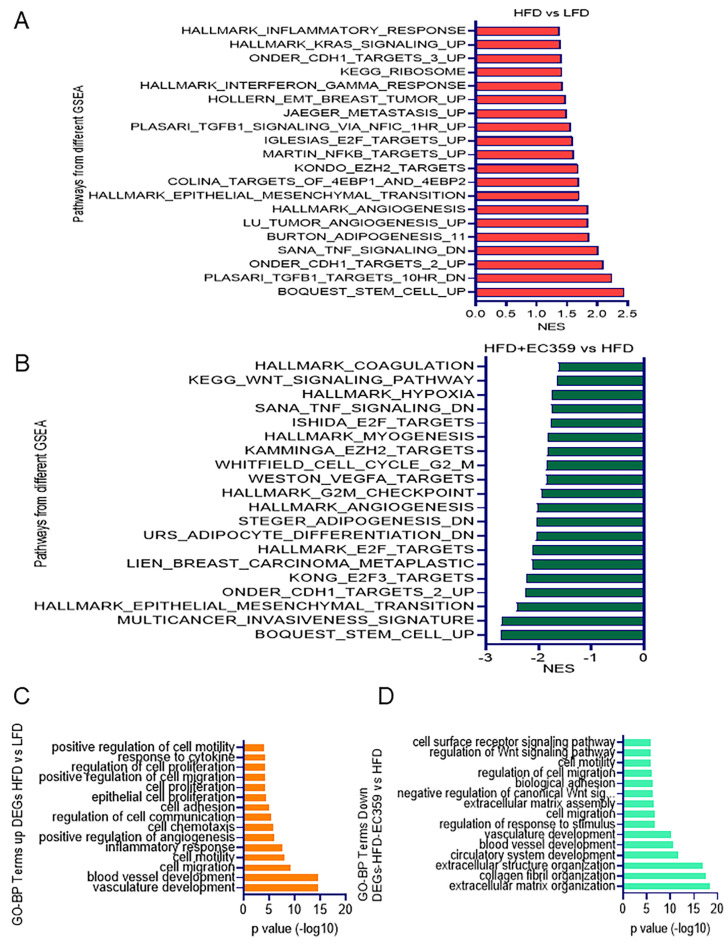
Differential gene expression analysis of TNBC syngeneic xenograft model. (**A**) GSEA reveals pathways with positive enrichment (upregulated pathways) in diet-induced obesity TNBC-4T1 syngeneic xenograft models after HFD feeding. (**B**) GSEA displays pathways with negative enrichment (downregulated pathways) in EC359-treated TNBC-4T1 syngeneic xenograft models after HFD feeding. Gene ontology analysis identifies biological processes with positive enrichment in HFD models (**C**) and negative enrichment in EC359-treated HFD models (**D**). Differentially expressed genes were filtered using log2FoldChange ≥ 2, and *p*adj < 0.01.

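At a log2 fold change of at least 2 in either direction, which is a 4-fold change, and an adjusted p under 0.01 in edgeR's quasi-likelihood test, the counts differed from those at the 2-fold threshold of the methods. Between HFD and LFD, 259 genes passed, 59 higher and 200 lower with HFD. Between HFD + EC359 and HFD, 168 genes passed, 141 higher and 27 lower with EC359. Between HFD + EC359 and LFD, 55 genes passed. For genes with 3 or fewer counts in every library of one group, the fitted fold change depends on the prior count. At the 2-fold threshold such genes were 55 of the 763, 36 of the 459, and 9 of the 680 genes.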

## Data Availability

All data generated for this study are included within this article. RNA-seq data have been deposited in the GEO database with a GEO accession number GSE280092.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers16213630/s1, Figure S1. Uncropped Western blots of Figure 1C. Figure S2. Uncropped Western blots of Figure 2C (A), and Figure 2D (B). Figure S3. The bar graphs represent the densitometric quantification of Figure 1C (A), Figure 2C (B), and Figure 2D (C) Western blots. Figure S4. The effects of EC359 treatment on TNBC cell viability (A,B) and STAT3 reporter activity (C) were determined by MTT and luciferase assays. D, The effectiveness of LIFR siRNA in reducing LIFR expression was demonstrated through Western blot analysis. E, F. The effect of ADP-CM on LIFR knockdown cells was evaluated through STAT3 reporter activity assays; Figure S5. The effects of EC359 treatment against adipose (A) conditions on TNBC cell viability were determined by MTT assays. Organoids generated from TNBC-PDX-96 were cultured in ADP-CM and treated with 1000 nM of EC359. B, Organoids viability of were measured after 7 days of treatment using CellTiter-Glo^®^ 3D Cell Viability Assay. C, The effects of ADP-CM and ADP-CM+EC359 on adiposity-induced cell survival of TNBC cells was measured using colony formation assays. C, Representative images of colonies and its quantification (D) were shown. E, TNBC cells that stably express the STAT3 reporter were incubated with ADP-CM in the presence or absence of EC359 and the reporter activity was measured after 24 hrs.; Figure S6. A, MDA-MB-231 xenograft tumor images from control, ADP and ADP+EC359 were shown. B, MDA-MB-231 xenograft tumor images from LFD, HFD and HFD+EC359 were shown; Figure S7. A Venn diagram illustrating the overlapping differentially expressed genes (DEGs) among the 4T1 groups treated with LFD, HFD, and HFD + EC359, based on RNA-seq analysis; Figure S8. A heatmap displaying the uniquely upregulated and downregulated differentially expressed genes (DEGs) in comparisons between HFD versus LFD and HFD + EC359 versus HFD, based on RNA-seq analysis. Supplementary Table S1: List of primers used for the study.

# Supplementary material for: Significance of LIF/LIFR Signaling in the Progression of Obesity-Driven Triple-Negative Breast Cancer
**Source:** Cancers (Basel). 2024 Oct 28;16(21):3630. doi: 10.3390/cancers16213630
**Supplement:** Supplementary file 1

Supplementary table S1: List of primers used for the study

| Gene name | Forward Primer           | Reverse Primer             |
|-----------|--------------------------|----------------------------|
| STAT1     | ATCAGGCTCAGTCGGGGAATA    | TGGTCTCGTGTTCTCTGTTCT      |
| BCL2      | GGTGGGGTCATGTGTGTGG      | CGGTTCAAGTACTCAGTCATCC     |
| C-MYC     | GGCTCCTGGCAAAAGGTCA      | CTGCGTAGTTGTGCTGATGT       |
| JUNB      | ACGACTCATACACAGCTACGG    | GCTCGGTTTCAGGAGTTTGTAGT    |
| TIMP1     | CTTCTGCAATTCCGACCTCGT    | ACGCTGGTATAAGGTGGTCTG      |
| SOCS2     | TTAAAAGAGGACACCAGAAGGAAC | AGTCGATCAGATGAACCACACT     |
| BCL3      | AACCTGCCTACACCCCTATAC    | CACCACAGCAATATGGAGAGG      |
| HIF1A     | CACCACAGGACAGTACAGGAT    | CGTGCTGAATAATACCACTCACA    |
| MCL-1     | GTAATAACACCAGTACGGACGG   | CCACAAACCCATCCTTGGAAG      |
| AKT1      | AGCGACGTGGCTATTGTGAAG    | GCCATCATTCTTGAGGAGGAAGT    |
| PIM1      | GAGAAGGACCGGATTTCCGAC    | CAGTCCAGGAGCCTAATGACG      |
| LIFR      | TGACTGCATTGCACAGATGA     | CCTTTTTCTGGCTATTTACTTGATTC |
| ID1       | CTGCTCTACGACATGAACGG     | GAAGGTCCCTGATGTAGTCGAT     |
| ID2       | AGTCCCGTGAGGTCCGTTAG     | AGTCGTTTCATGTTGTATAGCAGG   |
| TNFRSF1A  | TCACCGCTTCAGAAAACCACC    | GGTCCACTGTGCAAGAAGAGA      |
| 18S rRNA  | GCTTAATTTGACTCAACACGGGA  | AGCTATCAATCTGTCAATCCTGTC   |
| Actin     | AAAGACCTGTACGCCAACAC     | GTCATACTCCTGCTTGCTGAT      |
| GAPDH     | TCGACAGTCAGCCGCATCT      | CTAGCCTCCCGGGTTTCTCT       |

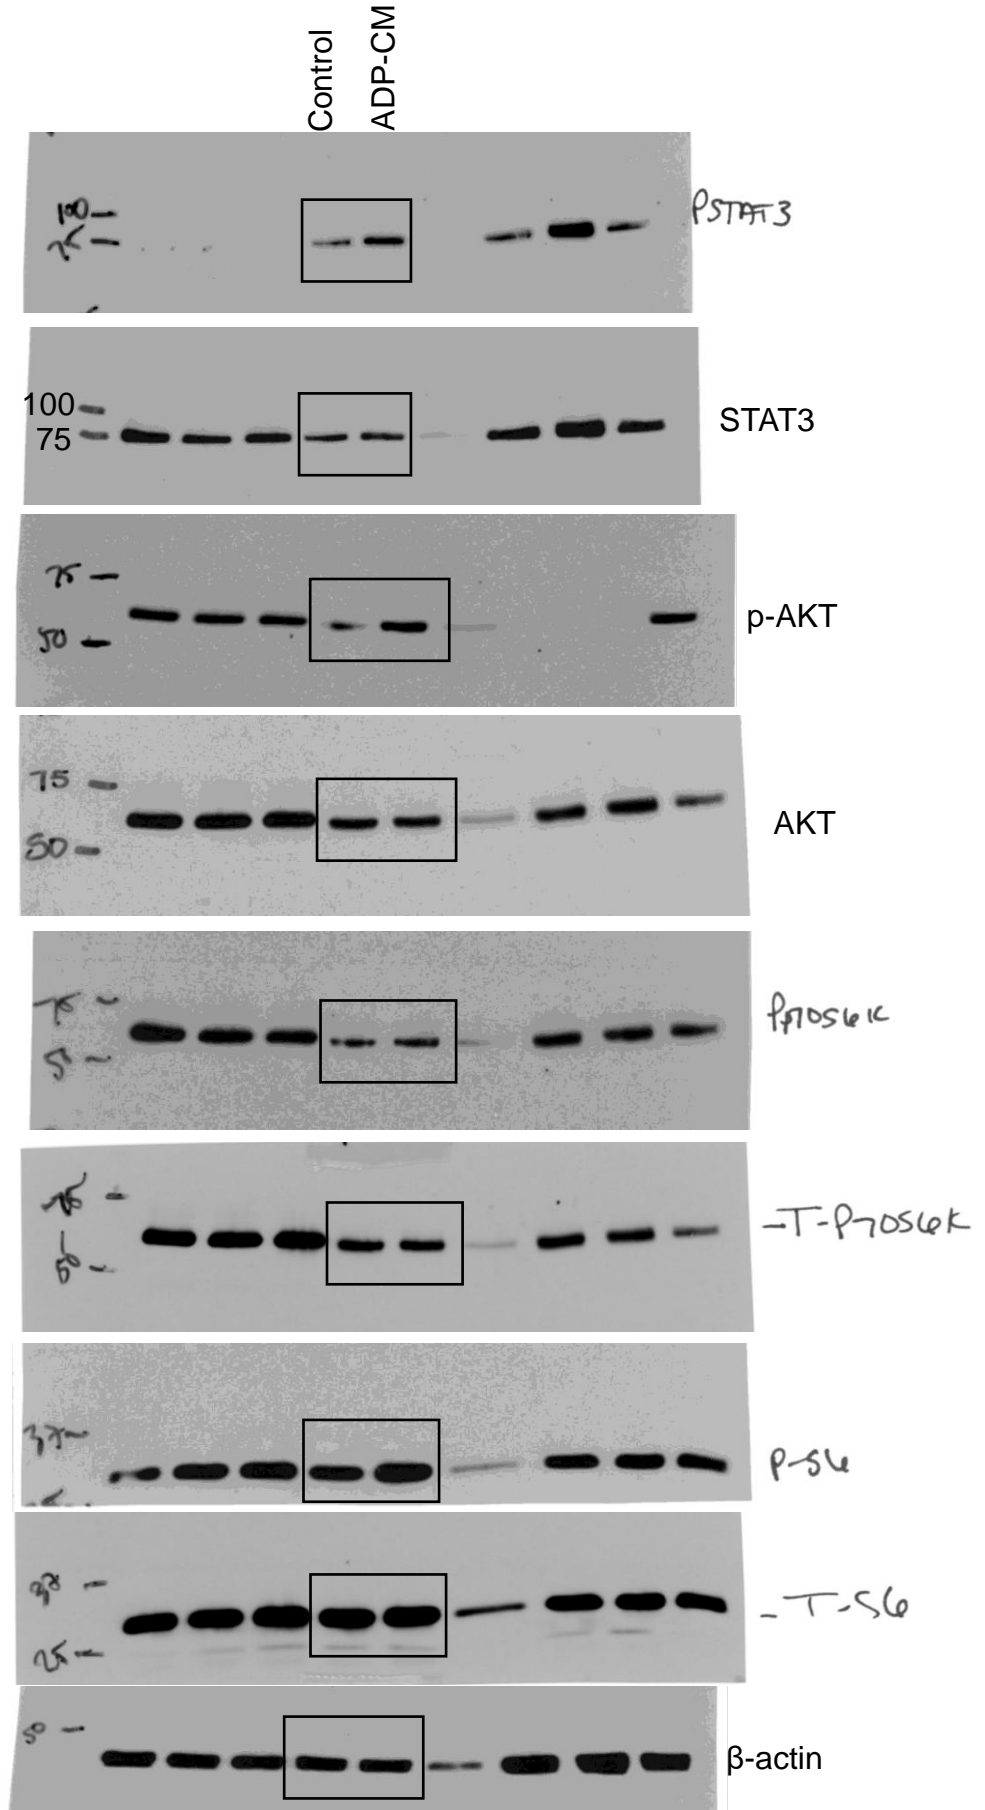

Figure S1. Uncropped Western blots of Figure. 1C

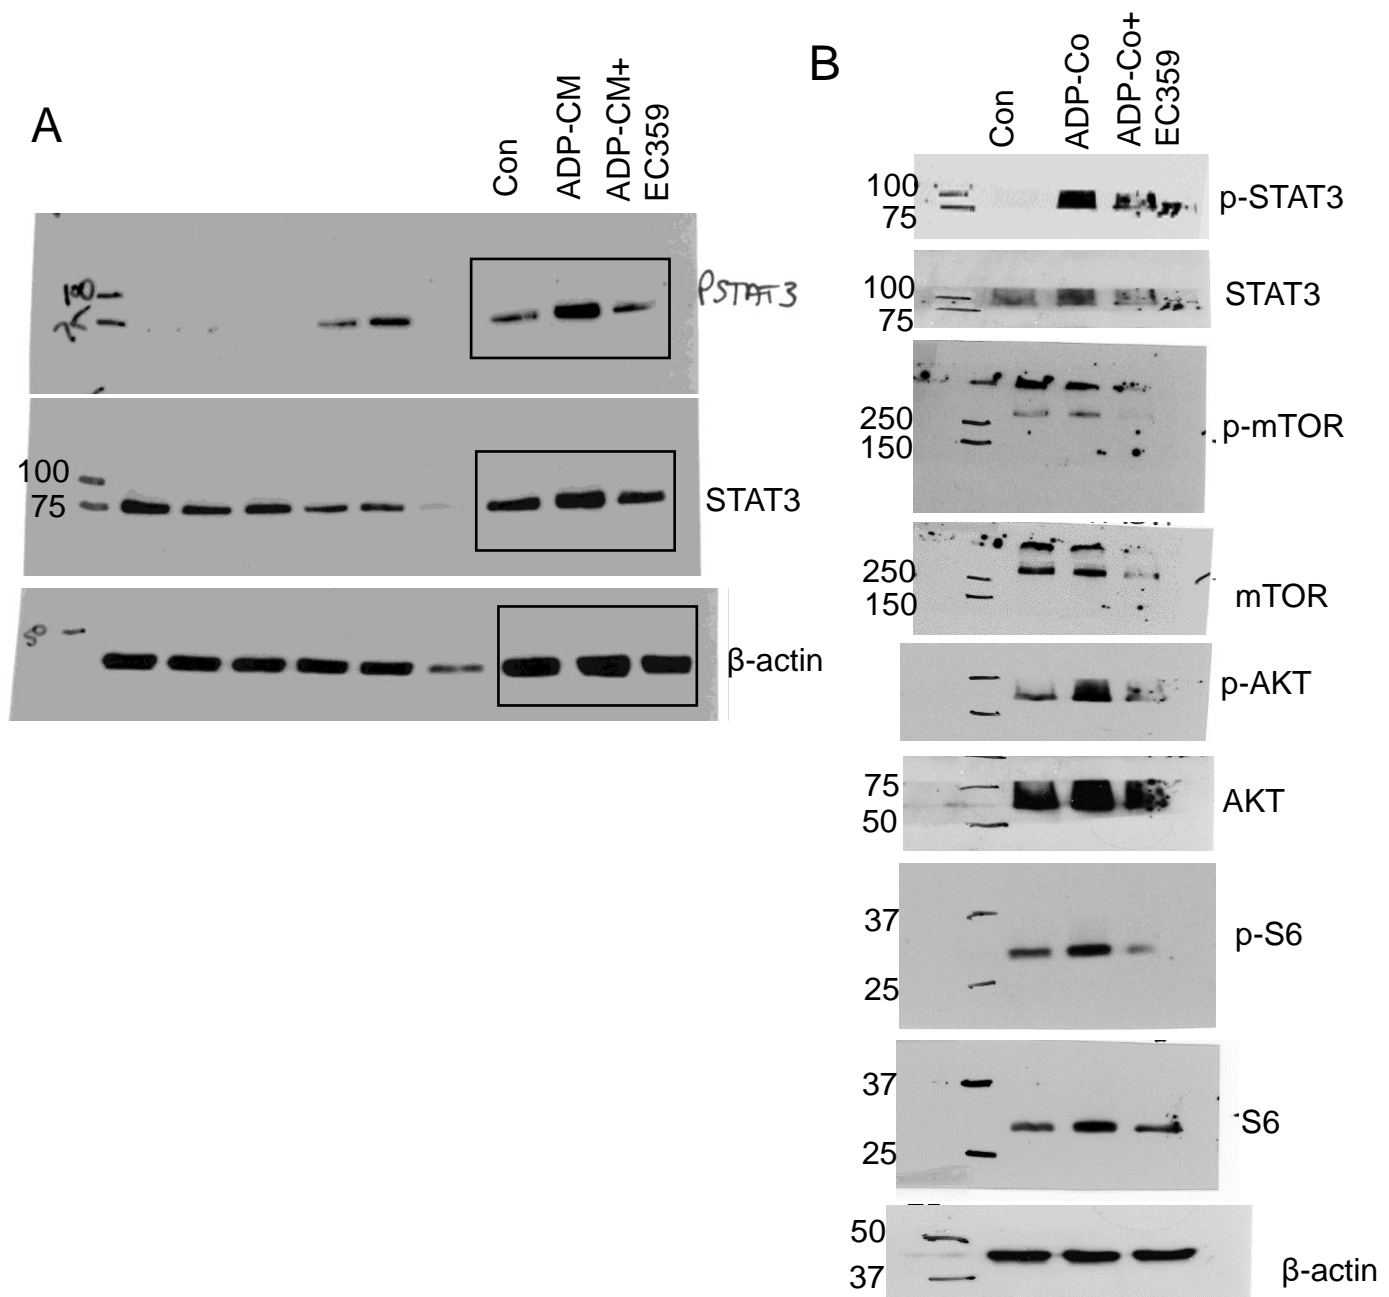

Figure S2. Uncropped Western blots of Figure. 2C (A), and 2D (B)

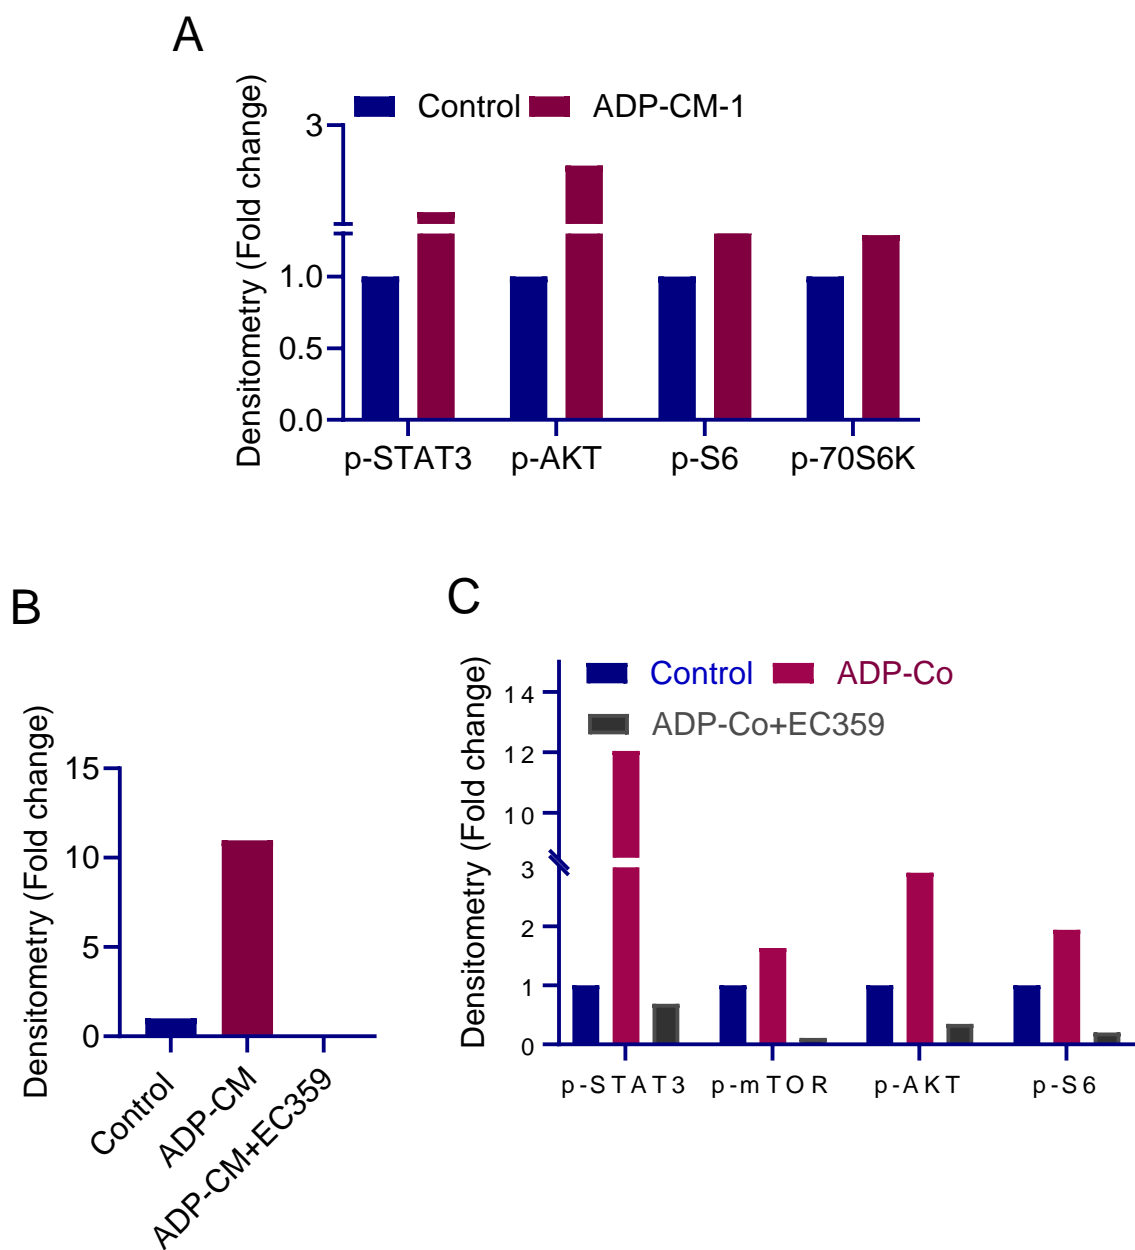

Figure S3. The bar graphs represent the densitometric quantification of Fig. 1C (A), Fig. 2C (B), and Fig. 2D (C) Western blots.

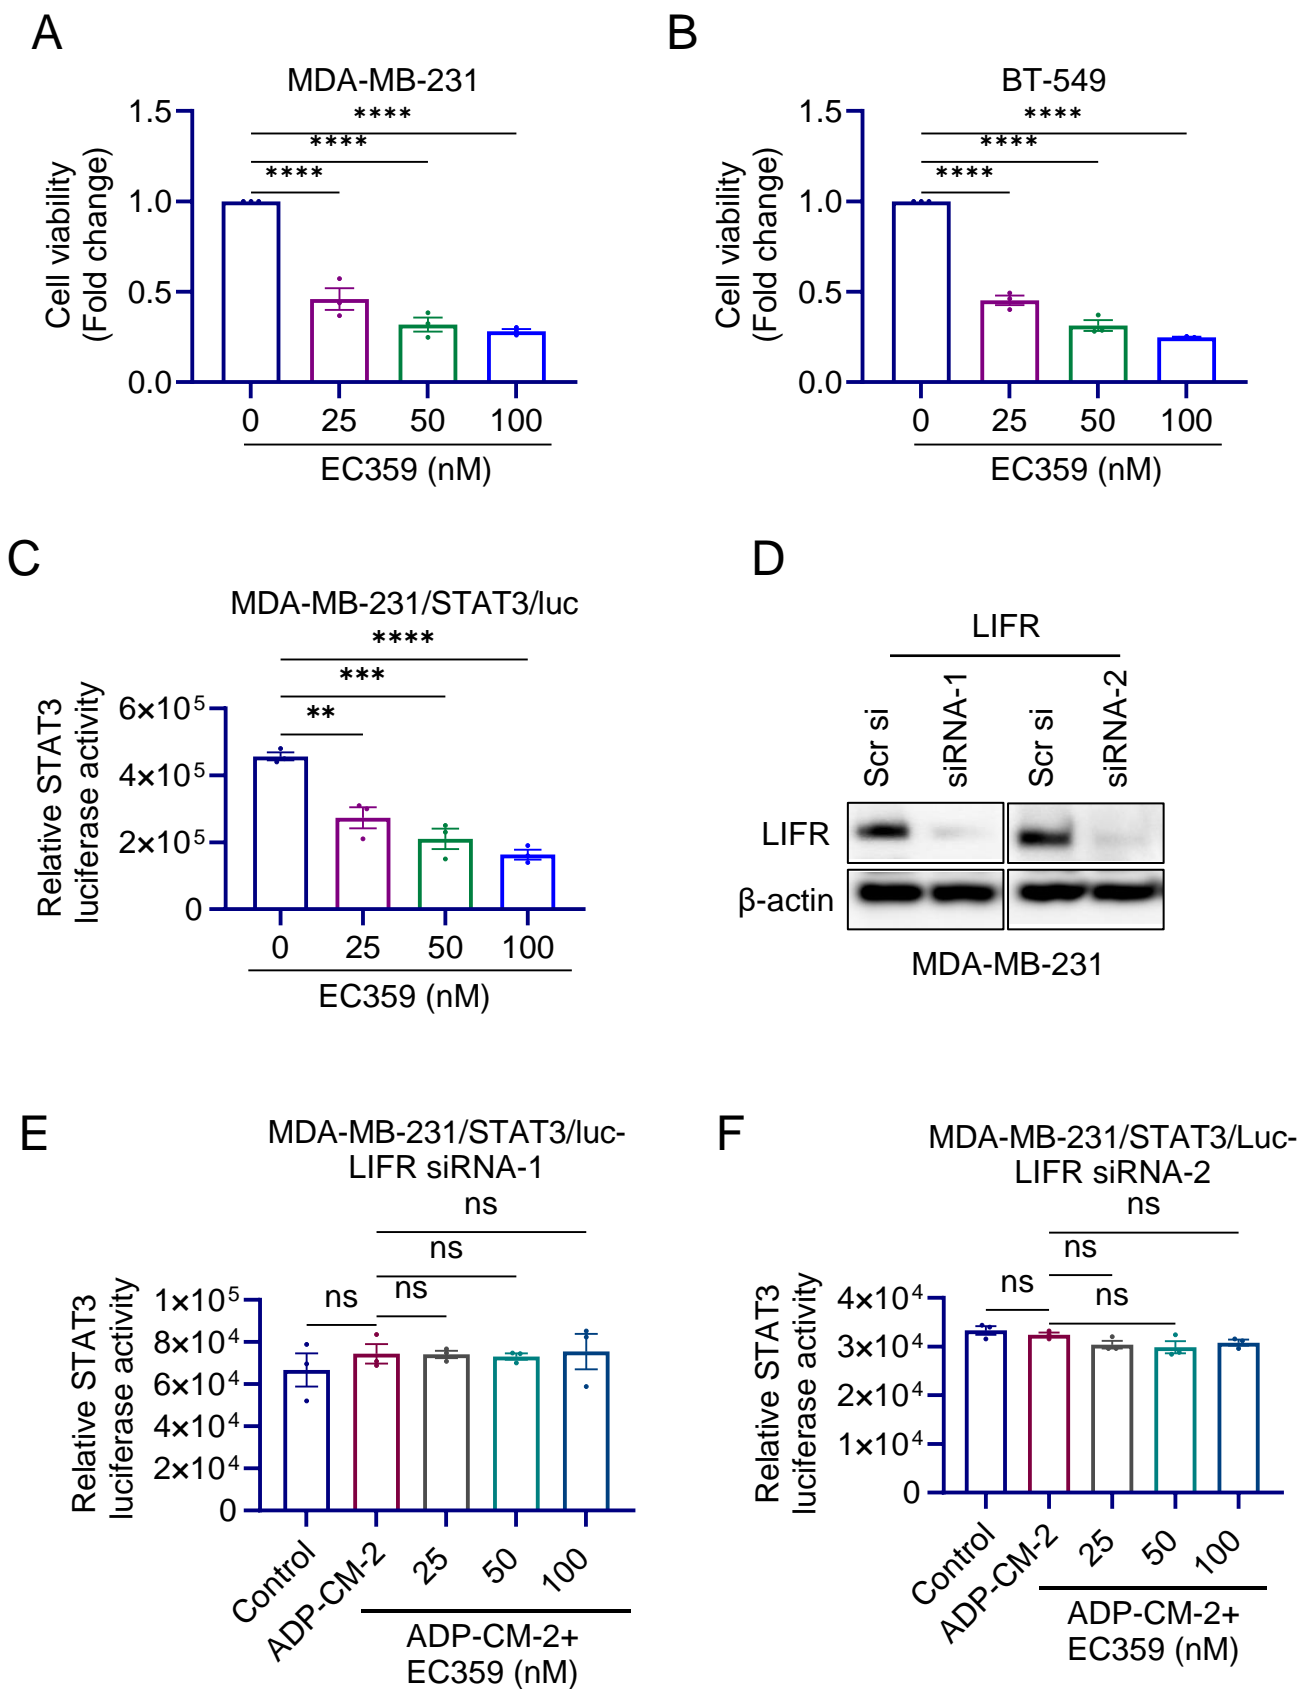

Figure S4. The effects of EC359 treatment on TNBC cell viability (A,B) and STAT3 reporter activity (C) were determined by MTT and luciferase assays. D, The effectiveness of LIFR siRNA in reducing LIFR expression was demonstrated through Western blot analysis. E, F. The effect of ADP-CM on LIFR knockdown cells was evaluated through STAT3 reporter activity assays

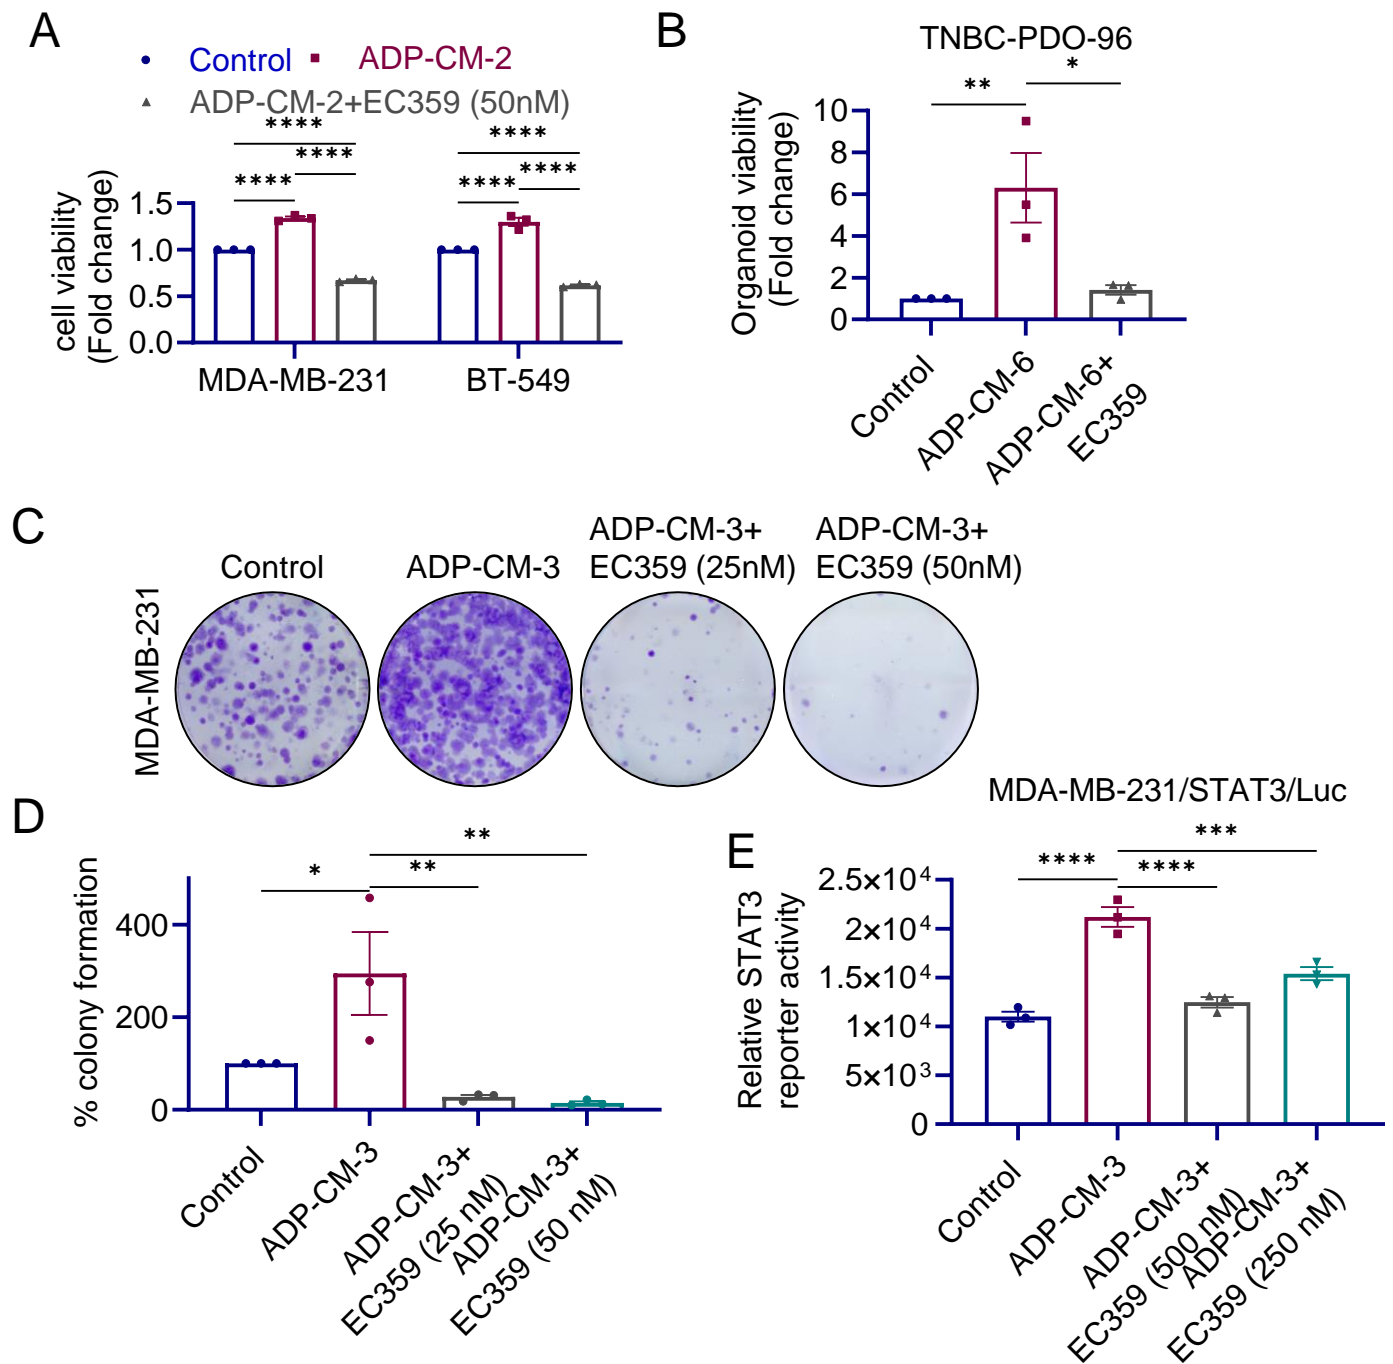

Figure S5. The effects of EC359 treatment against adipose (A) conditions on TNBC cell viability were determined by MTT assays. Organoids generated from TNBC-PDX-96 were cultured in ADP-CM and treated with 1000 nM of EC359. B, Organoids viability of were measured after 7 days of treatment using CellTiter-Glo® 3D Cell Viability Assay. C, The effects of ADP-CM and ADP-CM+EC359 on adiposity-induced cell survival of TNBC cells was measured using colony formation assays. C, Representative images of colonies and its quantification (D) were shown. E, TNBC cells that stably express the STAT3 reporter were incubated with ADP-CM in the presence or absence of EC359 and the reporter activity was measured after 24 hrs. \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ ; \*\*\*\* $p < 0.0001$ .

A

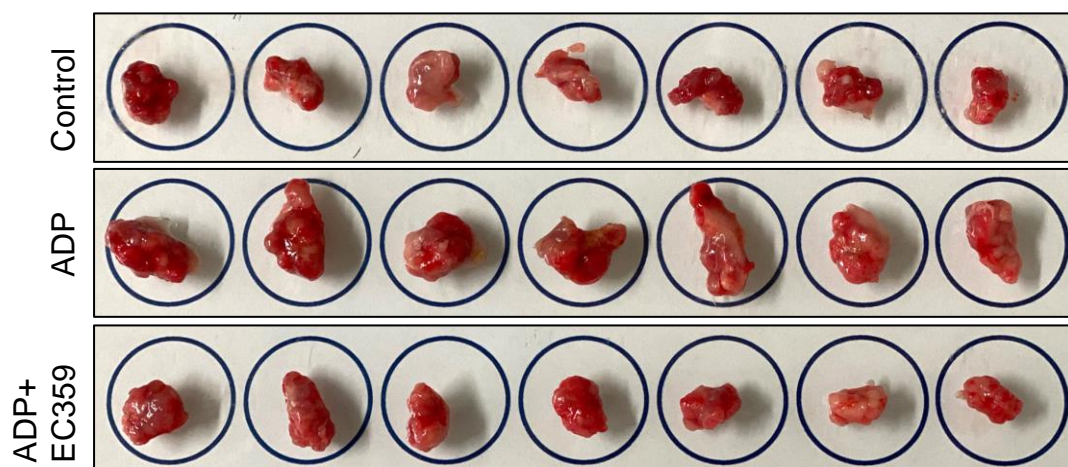

B

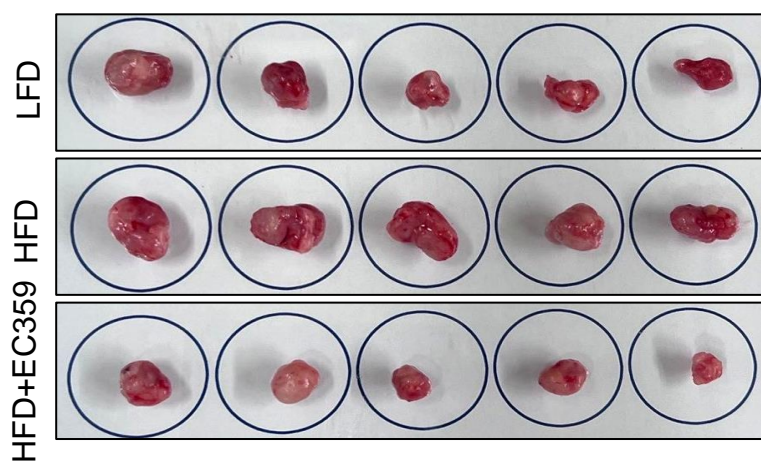

Figure S6: A, MDA-MB-231 xenograft tumor images from control, ADP and ADP+EC359 were shown. B, MDA-MB-231 xenograft tumor images from LFD, HFD and HFD+EC359 were shown.

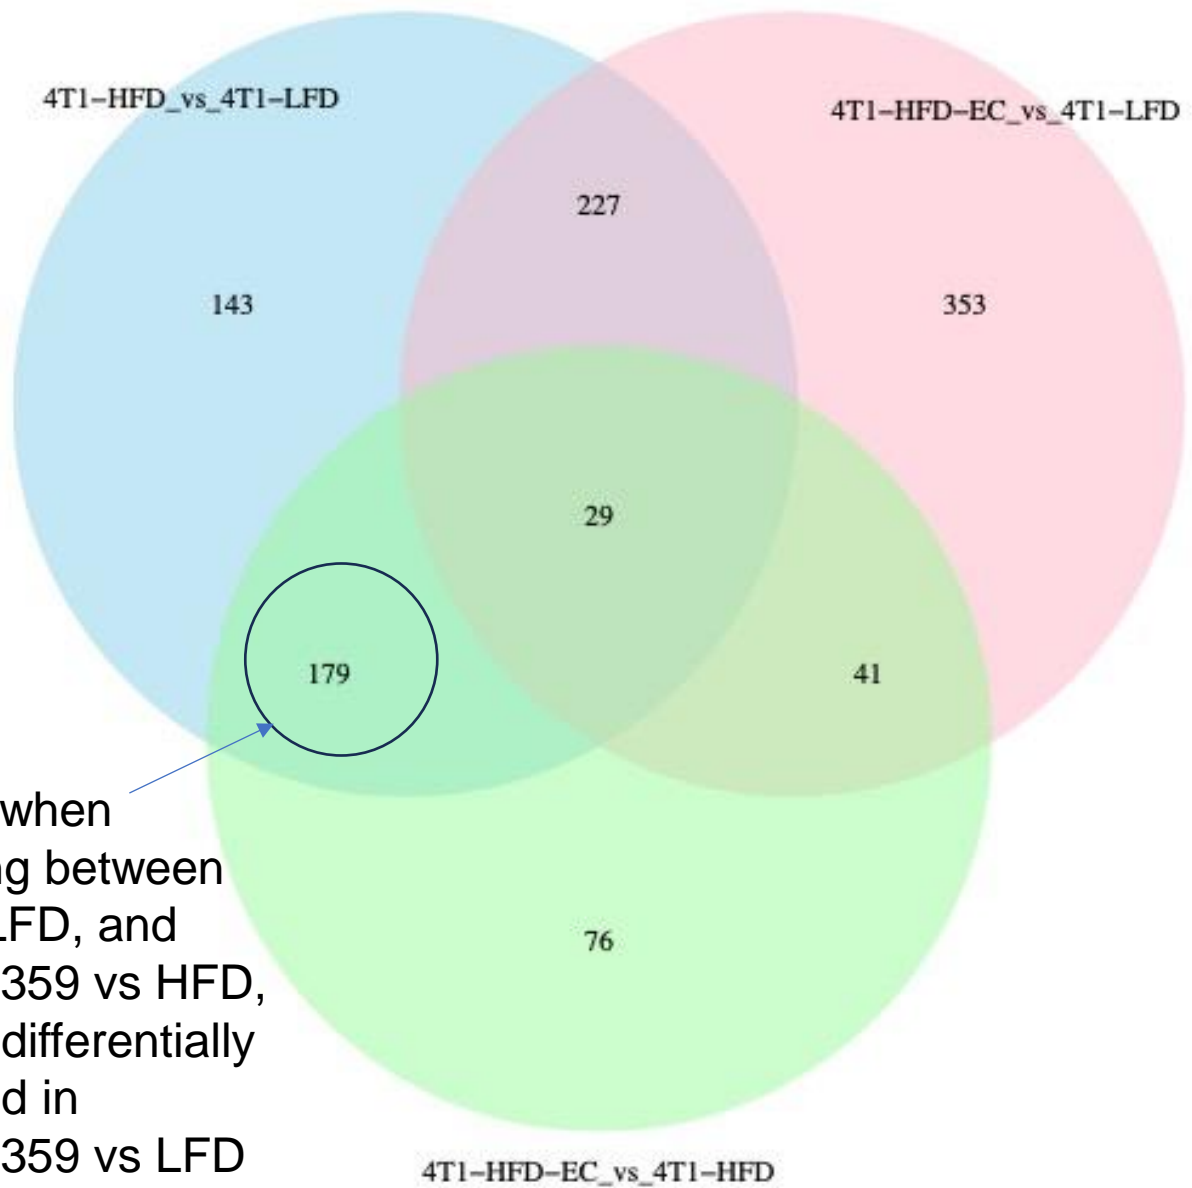

Figure S7. A Venn diagram illustrating the overlapping differentially expressed genes (DEGs) among the 4T1 groups treated with LFD, HFD, and HFD + EC359, based on RNA-seq analysis.

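A Venn diagram of this kind sorts each gene by the comparisons in which it passes a threshold. A gene that passes in HFD against LFD and in HFD + EC359 against HFD, but not in HFD + EC359 against LFD, has moved with the diet and back again with EC359, to within the thresholds. The last condition rests on not passing, so it also depends on the power of that comparison. Of the genes differentially expressed with HFD, 282 also differed between HFD + EC359 and LFD.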

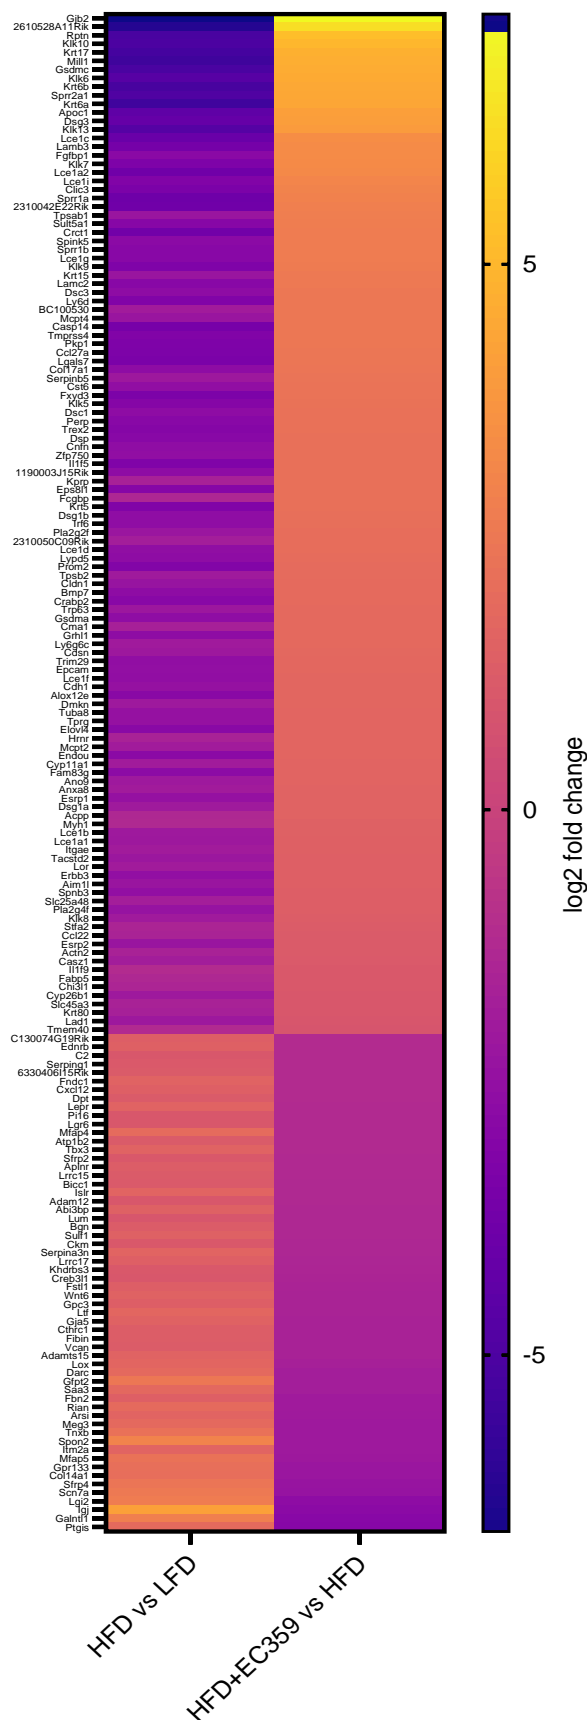

Figure S8. A heatmap displaying the uniquely upregulated and downregulated differentially expressed genes (DEGs) in comparisons between HFD versus LFD and HFD + EC359 versus HFD, based on RNA-seq analysis.

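In heatmaps of log2 fold changes, each line is a gene and each column a comparison. From Figure S8, 177 gene names could be read, 119 of them lower with HFD and higher with EC359 and 58 the reverse. All 177 are listed in the deposited counts. Apoc1 did not pass the filter on low counts, and the other 176 genes changed here in both directions that the heatmap shows. The genes of the heatmap were chosen on the same libraries, so these directions are not independent evidence. Of the 176 genes, 169 were among the 284 genes defined in the same way here. Hrnr was 1 of the others, with a log2 fold change of -0.62 with HFD. The median log2 fold change was -2.44 with HFD and 2.10 with EC359 for the first group of the heatmap, and 1.55 and -1.40 for the second. At the ends of the heatmap, 2610528A11Rik, Rptn, and Klk10 were at least 11.1-fold, 29.6-fold, and 10.0-fold lower with HFD, and at least 13.7-fold, 37.5-fold, and 11.0-fold higher with EC359, computed against 3 counts per HFD library, where 0 to 3 were counted. Krt17 changed by -5.07 and 4.80 (standard errors 0.0941 and 0.0935). Scn7a, Lgi2, and Ptgis changed by 2.62, 2.43, and 2.10 with HFD, and by -2.20, -2.47, and -2.85 with EC359.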

How the deposited data were processed for this re-analysis (not part of the article)

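The data are gene counts from RNA-seq of 4T1 tumors in BALB/c mice, with 3 libraries from the LFD group, 3 from the HFD group, and 3 from the HFD + EC359 group. The labels name the group and a replicate number for each library and no batch. The deposited values are expected counts of read pairs per gene, made by the authors with featureCounts from mm9 alignments, with read pairs over several genes or alignments split into fractions, on reverse-stranded libraries and without normalization. The paper's methods name TopHat2 for the alignment and HTSeq for the counts. The values held fractions in 1.19% to 3.55% of the genes of a library. They were rounded to whole numbers, and the totals then ran from 5085357 to 9751201 counts. The 10 most abundant genes took 6.08% to 6.31% of a library. The median total per group was 5814641 in the LFD group, 7630557 in the HFD group, and 8679442 in the HFD + EC359 group. At these depths the limit of 3 counts that a count of 0 allows is 0.308 to 0.59 CPM, for counting error alone. Fold changes against a group with at most 3 counts in each library were computed against 3 counts and are written as at least that fold. Where such a group had counts above 0, this bounds the observed fold change and is not a confidence limit.

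Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, and fgsea 1.28.0. Genes were filtered with edgeR's filterByExpr by group, which left 13366 of 22609 listed genes, and libraries were scaled with TMM factors. One quasi-likelihood model with the 3 groups gave the comparisons HFD against LFD, HFD + EC359 against HFD, and HFD + EC359 against LFD, with Benjamini-Hochberg adjustment over the tested genes. The standard error of a log2 fold change follows from the quasi-likelihood fit, with a median of 0.274, 0.259, and 0.2 for the genes past the threshold in the 3 comparisons. The threshold of the methods, a fold change over 2 and an adjusted p under 0.01, was the main setting, and that of the Figure 5 legend an alternative. Genes that passed in the first 2 comparisons and not in the last were counted as the region of Figure S7 that the paper discusses. Symbols of the heatmap in Figure S8 were read from the figure by eye.

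Gene lists were tested with camera on log2 CPM (prior count 2) with a correlation between genes of 0.01. The family of 30 comprised the LIFR target genes of Supplementary Table S1, the LIFR pathway components the paper names, lists of typical genes for the themes of Figure 5, the S and G2/M phase genes of Seurat 5.3.0, and Reactome terms. A second family held lists of marker genes of tissues and cell types, 11 written and 9 with at least 5 tested genes. Both sets of lists were written before the counts were seen and after the symbols of Figure S8 were known. The MSigDB, DAVID, and Gene Ontology sets that the paper used were not used here. A test for Reactome terms among the differentially expressed genes was planned for genes of which at least 80% have a term. It was not run, because 33.2%, 33.3%, 30.9%, and 32% of the genes in the 3 comparisons and in the Venn region had a term.

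The genes named in the text were set by a rule: the LIFR target genes and pathway components, the 5 separated genes past the threshold with the largest change in each direction for HFD against LFD and for HFD + EC359 against HFD, the first 5 and last 5 genes of the heatmap in Figure S8, and the 3 genes with the highest CPM in each list named. The results of 2 genes that this rule names are not reported. Krt10 and Krt1 were named beforehand by a test on skin. The heatmap genes that fell outside the Venn region here were named after their values were seen. Other genes are marked as chosen after their values were seen.

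The alternatives were DESeq2, RLE factors, library totals without further factors, all genes with at least 1 count, genes with at least 10 counts in every library, an adjusted p under 0.05, the 6 libraries of a comparison alone, a block for the replicate number, an epidermis score as covariate, and each library left out in turn. For lists they were camera with estimated correlation, fry, fgsea, a prior count of 0.5, RLE factors, the block, and each library left out. Counts thinned to the smallest library total and the removal of the GC and length trend of each library were chosen after seeing the data. GC content came from the mm9 genome sequence for 22549 genes. The steps were tested on simulated data with counts and spread like those deposited. Of 200 genes with a planted 3-fold change, edgeR found 189 in the first comparison and none of the unchanged genes past the threshold. A planted list was found by camera with either correlation, fry, and fgsea, and 0 of 50 unchanged lists by any of them.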

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

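The tests on hair follicle or sebaceous gland cells and on a lower share of carcinoma cells were chosen only after the result was seen. The marker lists were written before the data were examined, but after the symbols of the heatmap in Figure S8 were known, and the tests on skin, carcinoma cells, and fibroblasts were set before. The values below drew attention because the paper does not analyse these lists. All p-values of lists are from camera with Benjamini-Hochberg adjustment over the 9 tissue and cell type lists.

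With EC359, the epidermis list (24 genes, 14 of them in Figure S8) was higher than in the HFD group by 2.04 on the log2 scale (camera adjusted p = 3.24e-29), after a change of -2.47 with HFD (camera adjusted p = 1.75e-17). The call with EC359 held with the estimated correlation and fry. All 3 HFD libraries were below all LFD and all HFD + EC359 libraries. The 10 genes outside Figure S8 changed by -2.06 with HFD and 1.58 with EC359. Krt14, Krt5, and Dsp were 761.7, 252.8, and 232 CPM in the LFD group, 40.6, 30.6, and 33.1 CPM in the HFD group, and 236.9, 143.1, and 160.6 CPM in the HFD + EC359 group. Skin in some of the tumor pieces would bring its abundant Krt10 in step with Krt14. Krt14 lost 721 CPM with HFD, while Krt10 changed by 0.06 (-0.03 without LFD replicate 2) and was 52.5, 54.6, and 52.8 CPM in the 3 groups, which argues against skin. Krt1, the other gene named beforehand, changed by -0.99 with HFD and 0.49 with EC359, in the direction that skin predicts. The argument against skin thus rests on Krt10 alone. Cells of hair follicles or sebaceous glands stay open, because only 2 of 20 genes of the hair follicle list, Krt79 and Padi3, had enough counts to be tested. Krt79 changed by -4.04 with HFD and 2.52 with EC359, and Padi3 by -0.49 and 0.47. The call of Padi3 with HFD was lost without LFD replicate 2 or HFD replicate 3 (-0.39 and -0.44), and with EC359 without HFD replicates 2 or 3 (0.44 and 0.40) or HFD + EC359 replicates 1 or 2 (0.40 and 0.46). The genes of that list other than Krt79 summed to 11.5, 8.07, and 12.2 CPM.

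The luminal carcinoma list (8 genes, 4 of them in Figure S8) was higher with EC359 by 1.31 (camera adjusted p = 1.01e-06, also past the threshold with the estimated correlation and fry), after a change of -2.00 with HFD. A change in the carcinoma cells themselves may underlie this and the epidermal genes, as it predicts lower luminal genes outside Figure S8 too. These 4 genes changed by -1.74 with HFD and 1.00 with EC359 on average, and all were lower with HFD. Of them, 3 were higher with EC359 at an adjusted p under 0.05. The most abundant, Krt8 and Krt18, changed by -0.55 and -0.73 with HFD and 0.12 and 0.06 with EC359, far less than Cldn4 (-2.85 and 1.92) and Rab25 (-2.84 and 1.89), the other 2 genes, named after their values were seen. The call of Krt8 with EC359 was lost without HFD + EC359 replicate 2 (0.10). Other epithelial cells in the tumor pieces would also bring luminal genes and were not tested. A lower share of carcinoma cells with HFD predicts lower luminal genes too and is weighed below. Technical explanations were weighed for all genes together, under the other observations.

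With HFD, the fibroblast list (16 genes, 7 of them in Figure S8) was higher by 1.21 (camera adjusted p = 1.08e-06, also past the threshold with the estimated correlation and fry), and it fell by 1.16 with EC359 (camera adjusted p = 5.05e-11). Col1a1, Col1a2, and Col3a1 rose by 0.71, 0.77, and 0.98 with HFD and changed by -2.09, -2.06, and -1.98 with EC359. A higher share of fibroblasts in the HFD tumor pieces is a candidate explanation. It predicts higher values of the genes outside Figure S8, and these 9 genes changed by 0.79 with HFD and -0.90 with EC359. Of the 9 genes, 7 were higher with HFD, in a range from -0.41 to 3.13. Genes named after their values were seen leave part of the pattern outside this explanation: Col6a1 changed by -0.41 with HFD and 0.15 with EC359, and Dcn by 1.46 and -0.12. Pdgfra changed by 0.22 and 0.34. A change of expression within fibroblasts stays open and was not tested. Col1a1 is also in the epithelial–mesenchymal transition list, so the changes of that list carry the same open question. A lower share of carcinoma cells would raise the markers of all other cells alike. The macrophage list changed by 0.11 with HFD, the T cell list by -0.45 (camera adjusted p = 0.311), and the mast cell list by -1.15. The adipocyte and neutrophil lists went with this explanation, by 0.36 and 0.54. Neither passed in camera (adjusted p = 0.289 and 0.0638), and both did under fry (0.0021 and 0.0027). The neutrophil list also passed in camera in 2 of the 9 fits that each left out one library. The luminal carcinoma list also went with it, by -2.00 (camera adjusted p = 1.09e-06), with Krt8 at -0.55 and Krt18 at -0.73. The lists of the other cells thus did not move alike. This argues against a lower share of carcinoma cells as the whole cause only if the other cells kept their shares among themselves. That was not tested. The macrophage change did not pass in camera (adjusted p = 0.357). It did under fry (0.00245) and with the GC and length trend removed (0.0366), in a range of 0.00245 to 0.414 over all alternatives. The fall of the luminal carcinoma list and the rises of the macrophage, adipocyte, and neutrophil lists leave a lower share of carcinoma cells open.

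The macrophage list (13 genes, none in Figure S8) was higher with EC359 by 0.34 (camera adjusted p = 3.05e-07), and 11 of its genes were higher and 0 lower at an adjusted p under 0.05. Apoe, Lyz2, and Mrc1 changed by 0.32, 0.35, and 0.44 with EC359, and by 0.15, 0.84, and -0.36 with HFD. Mrc1 overlaps 1 other gene on its strand. The mast cell list (8 genes, 4 of them in Figure S8) was higher with EC359 by 1.52 (camera adjusted p = 1.28e-08). Hdc, Tpsb2, and Tpsab1 changed by 0.33, 2.02, and 2.89 with EC359, and by -0.85, -1.88, and -2.14 with HFD. The T cell list (10 genes, none in Figure S8) was higher with EC359 by 0.52 (camera adjusted p = 0.0249). Its abundant genes Tcf7, Cd4, and Lck changed by -0.20, 0.78, and -0.02 with EC359 (Lck by 0.11 without HFD + EC359 replicate 1 and 0.05 without HFD replicate 2), and 3 genes were higher at an adjusted p under 0.05. The T cell call held under fry and was lost with the estimated correlation (0.0697) and fgsea (0.157), in a range of 0.000458 to 0.157 over all alternatives. The calls of the macrophage and mast cell lists held with the estimated correlation and fry. All HFD + EC359 libraries were above all HFD libraries for the 3 lists. The share of these cells, their expression, and an effect of EC359 were not told apart by any test here.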

How the results depend on the processing

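The thinned counts and the removal of the GC and length trend were chosen after seeing the data, and the other alternatives before the data were examined. With DESeq2, RLE factors, library totals, all genes with at least 1 count, the 6 libraries of a comparison, or an adjusted p under 0.05, the 4 counts of genes stayed within 1.5 times the main value. So did the thinned counts, with 652 genes for HFD against LFD, 354 for HFD + EC359 against HFD, and 624 for HFD + EC359 against LFD. The 9 fits that each left out one library did so too. They gave 702 to 777 genes for HFD against LFD (763) and 399 to 497 for HFD + EC359 against HFD (459). They gave 602 to 742 for HFD + EC359 against LFD (680), and 248 to 279 in the region of both changes (284).

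No pairing by replicate number was seen. After the group means were removed, libraries with the same number had correlations of -0.025 to 0.06 across genes, and those with different numbers -0.083 to 0.057. With the replicate number as a block, the counts were 759, 457, 676, and 282.

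Genes with at least 10 counts in every library gave 356, 211, 418, and 114 genes. This filter removes by construction genes that are low in one group. A log2 fold change of at least 2 gave 259, 168, 55, and 136 genes, by construction fewer. With the epidermis score as covariate the counts were 0, 0, 9, and 0, against 454, 407, and 1794 genes at an unadjusted p under 0.05 in the 3 comparisons. The score differs between the groups by 41.9 times its largest SD within a group, so by construction it leaves little of the group differences. With the GC and length trend removed, 413 genes differed between HFD + EC359 and LFD, of which 333 were among the 680. This setting removes, by construction, changes that follow the trend.

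The correlation of the 2 sets of log2 fold changes (-0.583) was -0.504 with HFD libraries split between the comparisons, -0.448 outside the epidermis list and Figure S8, -0.334 for genes with at least 10 counts in every library, -0.668 with the trend removed, and -0.616 to -0.555 with one library left out. The first differs by construction, and for the others the cause was not tested.

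With camera's estimated correlation, 2 instead of 4 lists were higher with HFD and 9 instead of 14 lower with EC359. With fry, 12 were higher with HFD, and 9 instead of 4 tissue lists passed. Fry ignores how all other genes moved, by construction. With one library left out, 4 to 5 lists were higher with HFD, 13 to 14 lower with EC359, and 4 to 5 tissue lists passed with HFD. The LIFR target genes with EC359 kept their mean of -0.104 but did not pass with the estimated correlation (adjusted p = 0.207) or fgsea (0.164), and the range of adjusted p over all alternatives was 0.00401 to 0.207. With one library left out the mean was -0.117 to -0.085, and the call was lost without HFD replicate 1 (-0.085) or HFD + EC359 replicate 3 (-0.096). With HFD their mean of -0.117 passed under fry (0.00801, in 0.00801 to 0.82 over all alternatives) and was -0.148 to -0.101 with one library left out. The cause was not tested.

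Reversed lists had means near 0 or went by another statistic. The inflammation list with HFD (mean 0.155) is lower in camera, which compares its gene statistics with those of the other genes (adjusted p = 0.968). It is higher by fry. A matrix term that the text does not discuss (0.071) was lower by fgsea. With RLE factors the metastasis list with HFD was -0.002, and a further term with EC359 was -0.003. With the GC and length trend removed, the changes with HFD were -0.028 for stem cells, -0.026 for metastasis, -0.076 for the S phase, and 0.022, -0.016, -0.028, 0.045, and 0.06 for 5 other lists, and with EC359 -0.006 for stem cells and -0.031 for inflammation. With one library left out, the lowest and highest changes with HFD were -0.027 and 0.037 for metastasis, -0.012 and 0.001 for cytokine signaling, -0.001 and 0.026 for stem cells, and 0 and 0.053, -0.006 and 0.01, and -0.024 and 0.001 for 3 other lists. With EC359 they were -0.006 and 0.014 for stem cells, -0.009 and 0.029 for inflammation, -0.017 and 0.022 for the LIFR pathway components, and -0.017 and 0.017 for another. The cause was not tested.

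Among the named genes, removing the trend reversed the change with HFD of Bcl2 (-0.07), Bcl3 (0.31), Hif1a (-0.12), Lifr (-0.05), Jak1 (-0.08), Tyk2 (0.12), Itgb1 (-0.02), Ccl2 (-0.01), Nedd4 (-0.02), and Lck (0.09), and that with EC359 of Eng (0.06), Nedd4 (-0.01), Lama5 (0.05), and Lck (0.01). With one library left out, changes near 0 reversed with HFD in Socs2 (-0.13 to 0.08), Bcl3 (-0.09 to 0.09), Id2 (-0.2 to 0.03), Cd44 (-0.09 to 0.01), Irf1 (-0.01 to 0.08), Ctnnd1 (-0.03 to 0.01), Lck (-0.43 to 0.2), and Krt10 (-0.03 to 0.12), and with EC359 in Eng (-0.04 to 0.03), Lck (-0.17 to 0.11), and Krt10 (-0.1 to 0.01). The cause was not tested. Of the other values of named genes under alternatives, 1035 kept direction and side of the threshold, 25 became weaker, and 23 stronger, and with one library left out 1903 were unchanged, 46 weaker, and 15 stronger. For lists these numbers were 467, 14, and 37, and 660, 0, and 4. The alternatives planned for Reactome terms among differentially expressed genes, DESeq2 calls and terms with at least 10 genes, were not run, because too few genes had a term. Depth limits genes at the floor, 55 of the 763, 36 of the 459, and 9 of the 680 genes, whose fold changes were computed against 3 counts.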

Differences from the paper's values

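For the genes changed by HFD and by EC359 and not different between HFD + EC359 and LFD, the paper's number is 179, against 284 here. Of the alternatives set before the data were examined, those that came within 1.5 times of the paper's 179 were DESeq2 (236), the 6 libraries of a comparison alone (255), a log2 fold change of at least 2 (136), and the fits without LFD replicate 2 (267), HFD replicate 1 (266), HFD replicate 2 (253), HFD replicate 3 (248), HFD + EC359 replicate 1 (266), HFD + EC359 replicate 2 (256), and HFD + EC359 replicate 3 (260). Those that did not were RLE factors (282), library totals (291), all genes with at least 1 count (310), genes with at least 10 counts in every library (114), the replicate block (282), the epidermis score as covariate (0, with 454 and 407 genes at an unadjusted p under 0.05 in the first 2 comparisons), an adjusted p under 0.05 (311), and the fits without LFD replicate 1 (279) or LFD replicate 3 (279). Thinned counts, chosen after the values were seen, gave 222.

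The legend of Figure 5 and the methods state different thresholds for the fold change. At the threshold of the methods, the paper's 578 and 325 genes compare with 763 and 459 genes here, within 1.5 times. Between HFD + EC359 and LFD there were 680 genes here and about 650 in Fig. S7, read by eye. At the threshold of the legend, the numbers here were 259 and 168.

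The heatmap of Figure S8 shows 8 genes that were outside the 284 genes here. Apoc1 entered with all genes with at least 1 count and without LFD replicate 1, LFD replicate 2, HFD replicate 1, or HFD + EC359 replicate 2. C2 entered without HFD replicate 1 or HFD + EC359 replicate 2, Slc45a3 and Tmem40 without HFD replicate 3, and Ccl27a with an adjusted p under 0.05. Lce1a2 entered with library totals, all genes with at least 1 count, an adjusted p under 0.05, and without LFD replicate 1, HFD replicate 3, or HFD + EC359 replicate 2. Krt80 entered without HFD replicate 1 and with the GC and length trend removed, which was chosen after the values were seen. Hrnr entered in 0 of 21 settings. Its log2 fold changes were -0.62 with HFD (edgeR adjusted p = 0.0189) and 1.88 with EC359.

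The paper names stem cells, inflammation, metastasis, and cytokine signaling as enriched with HFD. Here the lists for these themes, which are not the paper's gene sets, did not pass in camera, with changes of 0.013, 0.155, 0.002, and -0.003. Fry called the stem cell and inflammation lists higher, and the metastasis list lower. None of the other settings that were run called any of the 4 lists higher.

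The paper also describes its HFD pathways as lower with EC359. Stem cells (0.006), inflammation (0.015), metastasis (-0.05), and cytokine signaling (0.07) did not pass in camera here. Fry called metastasis lower. It called stem cells and cytokine signaling higher, as did fgsea for cytokine signaling. Among the terms the paper gives for the genes shared by the 2 comparisons, the apoptotic cleavage of cell adhesion proteins changed by -1.84 with HFD and 1.64 with EC359 and passed in camera, fry, and fgsea and not with the estimated correlation, and the matrix degradation term did not pass with EC359 in camera (-0.07). That term passed as lower under fry, fgsea, and the replicate block. Canonical Wnt signaling as a list passed with EC359 and not with HFD in camera (0.18), and fry called it higher with HFD.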

Other observations

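All tests of this part were chosen only after the result was seen, apart from the splits of the libraries.

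Other splits of the 6 libraries of a comparison into 3 and 3 were fitted in the same way. In each of the 3 comparisons, 1 of the 10 splits, the real one, gave as many genes as the 763, 459, and 680 reported. The other 9 gave 0 genes, with 200 to 378 genes at an unadjusted p under 0.05 for HFD against LFD, 210 to 292 for HFD + EC359 against HFD, and 134 to 252 for HFD + EC359 against LFD. With 10 splits the share cannot be under 0.1, so the count of splits alone cannot exclude grouping by chance at 0.05.

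A difference in library depth between the groups could add to the calls, as could a GC content or gene length trend that differs between the groups. With counts thinned to the smallest library total, 652 genes differed between HFD and LFD, 354 between HFD + EC359 and HFD, and 624 between HFD + EC359 and LFD. Of the first 2, 604 and 338 were among the genes called without thinning. With the trend removed, the numbers were 657, 451, and 413, of which 596, 438, and 333 were among those called before. Neither depth nor the trend thus accounts for the calls as a whole. No biological explanation was tested beyond the groups themselves.

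Log2 fold changes followed the GC content of the genes, with a Spearman rho of -0.478 for HFD against LFD, -0.258 for HFD + EC359 against HFD, and -0.549 for HFD + EC359 against LFD. After the trend of each library was removed, rho was -0.008, -0.004, and -0.019, and 5749, 3326, and 6556 genes had an adjusted p under 0.05. The median GC content was 50.8% for the tested genes and 50.2%, 52%, and 46.2% for the genes called in the 3 comparisons. RNA quality or library preparation that differed between the groups may produce such a trend, and so may the biology of the groups. They cannot be told apart, because each library belongs to 1 group and the labels give neither RNA quality nor batch.

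Most libraries of one group differed by little more than counting noise. The mean chi-square per gene over the 9 pairs of libraries of one group had a median of 1.53, where counting noise alone gives 1, and a range from 1.37 to 3.17, the highest between LFD replicates 1 and 2. Between LFD replicates 1 and 3 it was 2.57. For the 1247 and 1136 genes with the most counts these 2 pairs had 9.98 and 7.25, and 20.5% and 16.9% of all genes had a p under 0.05, against 5% by counting noise. LFD replicate 1 thus stands apart from the other LFD libraries. A candidate explanation is that the 3 libraries of a group were made from 1 RNA or 1 pool of tumors. It cannot be told apart from 3 similar tumors here, because neither the paper's text nor the labels say how the libraries relate to mice. If so, the p-values would describe the spread between libraries and not between mice.

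The negative correlation of the HFD and EC359 log2 fold changes (-0.583 over 13366 genes, which are not independent replicates) compares with -0.505 to -0.464 in 20 simulations of unchanged groups. The HFD log2 fold changes of these simulations had a median SD of only 0.162, so their r is no reference for the observed size. Noise of the HFD libraries that both comparisons share would vanish with different HFD libraries in each comparison, where r was -0.504 on average (-0.528 to -0.482 over 6 splits). Such noise is therefore unlikely to be the whole cause. For 3 groups that each differ, with HFD in both comparisons and no reversal, the levels of each gene were shuffled among the 3 groups, and the median r was -0.495 (-0.543 to -0.454 in 100 runs). The observed r lies below this range, which was computed with changes of the same size in the 3 groups. The SDs of the log2 fold changes were 0.632 for HFD against LFD, 0.481 for HFD + EC359 against HFD, and 0.526 for HFD + EC359 against LFD. Because r follows from these 3 SDs, independent changes of unequal size in the 3 groups would give the same r, so a reversal and 3 groups that each differ cannot be told apart by r. Spearman's rho was -0.011, against -0.442 in the simulations.

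Small changes in HFD mostly went further in the same direction with EC359. Of 2444 genes with an adjusted p under 0.05 in both comparisons, 45.1% went in opposite directions, against 56.7% of 2109 genes with the GC and length trend removed (55.3% to 62.1% with one library left out) and 50.7% of 1801 genes without HFD replicate 1. The share was 31.0% of 1855 genes with changes under 2-fold in both and 89.6% of the other 589. Over the alternatives with such genes, the share for small changes was 28.1% to 33.6%, apart from the removal of the GC and length trend. A GC content or gene length trend that differs between the groups could explain part of this. With the trend removed the share was 43.4% of 1566 genes (41.1% to 46.9% with one library left out), so most small changes still went in the same direction and the trend is unlikely to be the whole cause. A difference in library depth between the groups is argued against by 30.9% with thinned counts. Noise of the HFD libraries that both comparisons share predicts opposite directions, with a median of 99.2% in 5 simulations of unchanged groups. That share is for genes with an unadjusted p under 0.05 in both comparisons, a different selection from the shares above. An effect of EC359 or of time in the same direction as the diet stays open and was not tested.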
